# Analysis of the dynamic co-expression network of heart regeneration in the zebrafish

**DOI:** 10.1038/srep26822

**Published:** 2016-05-31

**Authors:** Sophie Rodius, Anna Fournier, Lou Götz, Robin Liechti, Isaac Crespo, Susanne Merz, Petr V. Nazarov, Niek de Klein, Céline Jeanty, Juan M. González-Rosa, Arnaud Muller, Francois Bernardin, Simone P. Niclou, Laurent Vallar, Nadia Mercader, Mark Ibberson, Ioannis Xenarios, Francisco Azuaje

**Keywords:** Network topology, Transcriptomics, Regulatory networks

## Abstract

The zebrafish has the capacity to regenerate its heart after severe injury. While the function of a few genes during this process has been studied, we are far from fully understanding how genes interact to coordinate heart regeneration. To enable systematic insights into this phenomenon, we generated and integrated a dynamic co-expression network of heart regeneration in the zebrafish and linked systems-level properties to the underlying molecular events. Across multiple post-injury time points, the network displays topological attributes of biological relevance. We show that regeneration steps are mediated by modules of transcriptionally coordinated genes, and by genes acting as network hubs. We also established direct associations between hubs and validated drivers of heart regeneration with murine and human orthologs. The resulting models and interactive analysis tools are available at http://infused.vital-it.ch. Using a worked example, we demonstrate the usefulness of this unique open resource for hypothesis generation and *in silico* screening for genes involved in heart regeneration.

**Supplementary information:**

The online version of this article (doi:10.1038/srep26822) contains supplementary material, which is available to authorized users.

## Introduction

The adult zebrafish (*Danio rerio*) has the capability, unlike adult mammals, to fully regenerate its heart after substantial damage. This has been investigated with different *in vivo* models of cardiac injury^1^. The regeneration process depends on the dynamic interplay of multiple molecular components, which tightly control networks of transcriptional responses. A systematic understanding of the biological events that are required for heart regeneration in the zebrafish will open opportunities for discovering new therapeutic strategies for humans^2^. To enable novel insights with therapeutic potential, there is a need for modeling zebrafish heart regeneration through unbiased, systematic approaches.

Several studies have demonstrated that local ventricular injury triggers an organ-wide response that affects the major cardiac tissues and that subsequently promotes regeneration at the injury site^3,4,5,6,7^. Existing cardiomyocytes are the main source of new myocardium following ventricular injury^8,9^. Experiments suggest that during the regeneration process, cardiomyocytes need to reactivate a developmental program: transcription factors such as tbx5 and gata4 are re-expressed upon injury and inhibition of gata4 function impairs cardiac regeneration^10,11^. The reactivation of an embryonic program is consistent with the fact that regenerating cardiomyocytes acquire a phenotype specific to de-differentiated cells to facilitate cell division^6,8^. Epicardial cells highly contribute to ventricular regeneration by: (a) giving rise to both myofibroblasts and perivascular cells^12,13^, (b) promoting neovascularization^12,14,15^, (c) regulating extra-cellular matrix deposition in response to myocardial injury^13,16^, and (d) controlling cardiomyocyte migration to the wounded area as well as its proliferation^12,17,18^. MicroRNAs are well studied upstream regulators of many genes. Some miRNAs have recently shown to be regeneration regulators by directing cardiomyocyte proliferation and de-differentiation in the zebrafish, and represent promising targets with translational potential^19,20^.

In the past decade efforts have been made to understand the gene regulation underlying cardiac regeneration in the zebrafish. The first reports used microarrays to compare gene expression between controls and different stages post-amputation^21,22^. Such data were also compared to other regenerative models, such as tail regeneration, to identify processes specific to each tissue and those shared by different regenerative processes^23^. Changes in expression profiles of isolated cardiomyocytes have also been reported. Even though the latter yielded a reduced efficiency in the detection of differentially expressed genes, it was useful to determine cell type-specific gene regulation during cardiac regeneration upon genetic ablation of myocardium^24^. We recently analyzed some of the aforementioned datasets and predicted candidate genes with potential regulatory roles in heart regeneration^25^.

Here, based on data generated at our laboratory together with those publicly available, we substantially expand the knowledge gained from previous research by inferring and analyzing a dynamic gene co-expression network that underlies key stages of heart regeneration after cryoinjury in the zebrafish (Fig. 1). We identified network topology features that encode biologically-relevant properties. This network showed a highly modular organization that is linked to heart regeneration processes. We also found that highly connected genes within the network exhibit known, but also novel biological roles. We postulate that such hubs represent crucial transcriptional regulators of heart regeneration, and offer the community tools for hypothesis generation. Moreover, we demonstrate the potential functional importance of such hubs in different mammals. Our findings and online resource advance knowledge of the complex transcriptional web that elicits heart regeneration in the zebrafish, and will facilitate future research efforts.

**Figure 1:**
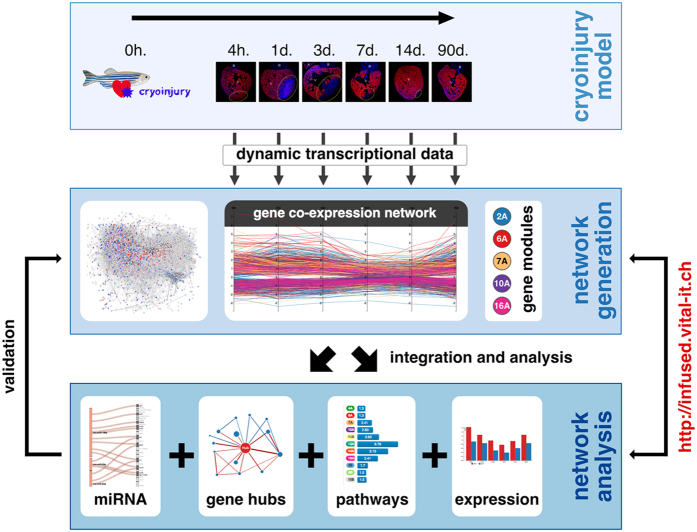
Discovery and resource development framework. Gene expression was measured and co-expression networks generated from control and injured zebrafish hearts at different times. Network structure analyses were implemented and their relations to biological function were determined, and top predictions were further investigated. This includes an *in silico* validation phase, which involved the establishment of association between the detected hubs (and modules) and independent external biological information from zebrafish and mammals (sources are indicated in box “network analysis”). A Web-based interactive resource is provided to enable the analysis, integration and visualization of these datasets. The zebrafish drawing was adapted from (http://bit.ly/1PL92vj) and is licensed under the Attribution-Share-Alike 3.0 Unported license (terms can be found at http://bit.ly/1pawxfE).

## Results

### *In vivo* injury and regeneration of the zebrafish heart

Using a cryoinjury procedure^26^, we induced damage in adult zebrafish hearts. To dynamically monitor the regeneration process, we recovered samples at different post-injury times: 4 hours (hpi), 1, 3, 7, 14 and 90 days (dpi). Injured hearts were compared to healthy hearts from control fish in 3 independent experiments. We extracted RNA from heart ventricles for microarray experiments. We also recovered whole hearts to visualize healthy cardiomyocytes, apoptosis and fibrotic scar formation (Fig. 2). Healthy cardiomyocytes are observed in the whole ventricle and the atrium of control hearts, and injured hearts are totally devoid of such cells at 3 dpi. However, the size of the injury decreases all along the regeneration process, while new healthy cardiomyocytes are added from the border zone of the injured region, until 90 dpi when there are no visible (anatomical/cellular) differences with controls. Whereas massive cell death (in green, Fig. 2) is visible at the injury site as soon as 4 hpi and until 1 dpi, control hearts lack apoptotic cells. Lastly, while blood accumulates in the infarcted area at 1 dpi, formation of the fibrotic scar (in blue) is observed in the injury site at 3 dpi. Scar size decreases during the regeneration process and the injured area is gradually occupied by newly formed cardiomyocytes. At 90 dpi, ventricles are indistinguishable from controls. These results are concordant with previous work^5,25^ and corroborate the relevance of our model.

**Figure 2:**
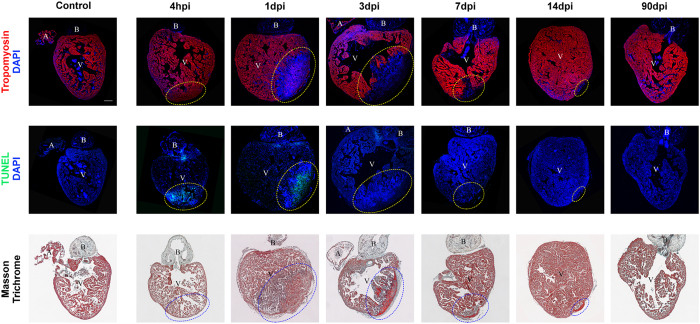
The different stages of heart regeneration in the zebrafish. Sagittal sections of adult zebrafish heart: anterior is towards the top and ventral towards the right. Hearts were cryoinjured and recovered at the indicated time points post-injury, and compared to healthy hearts from control fish. Sections were immunostained for tropomyosin in red, or TUNEL in green (nuclei are stained with DAPI in blue). Fibrosis was monitored by Masson-Goldner trichrome staining: healthy myocardial tissue (in red) and fibrotic areas (in blue). A: atrium; B: bulbus arteriosus; V: ventricle; hpi: hours post-injury; dpi: days post-injury. The injured area is indicated by a dotted circle. Scale bar is 100 μm.

### Time-specific changes of gene expression during heart regeneration

Using whole-genome microarrays, we obtained expression profiles at 4 hpi, 1, 3, 7, 14 and 90 dpi. 

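The hearts were profiled on 21 Affymetrix Zebrafish Gene 1.0 ST arrays, which carry short DNA probes along the exons of each transcript and report a signal per feature (a set of probes). RNA of 5 pooled ventricles went onto each array, and the 3 pools of each group hold different fish, so their spread includes biological variation. The groups were uninjured control hearts and hearts at 6 times after cryoinjury, the freezing of part of the ventricle. A supplementary table of the paper calls the control group sham, whereas the methods and the sample labels call it uninjured, which is followed here; whether the controls were operated on changes what a difference from them means. The deposited values are log2 signals that the authors obtained by robust multi-array averaging with a correction for the GC content of the probes. Such signals compare transcript levels between samples and give no absolute amounts, and the signal of RNA from a whole ventricle mixes changes within cells with changes in the numbers of muscle, blood and immune cells. In all, 35783 features exceeded a log2 signal of 6 in at least 1 array and were tested. Among them 12313 carried a single gene symbol, for 11687 genes, 494 carried several symbols and 22976 are unnamed here. The median signal per array lay between 5.138 and 5.196. Where the mean of the control hearts lies below this median, the signal is close to the background and a rise from it is a lower limit of the change. Besides the cytokine, granulin and clotting factor genes given with their control means, this applies to *cdk1*, *tnfrsf21*, *flt4*, *mmp13a*, *ncf1*, *cd4-1*, *eno1b*, *mthfd1l*, *ctss2.1*, *plaua*, *mmp13b*, *loxa*, *cd22*, *stx11a*, *si:ch211-264f5.2*, *grna.1* and *rsad2*. Likewise a fall that ends below this median is a lower limit of its size, which applies to *leap2*, *fgf11a*, *scd*, *pfkma*, *mat1a*, *diabloa* and *pcdh9* at 3 dpi. Pearson correlations over the tested features lay between 0.952 and 0.977 for pools of the same group and between 0.844 and 0.969 for pools of different groups, and no pair of arrays held identical values. Each time was compared with the control hearts in a single limma fit of the 7 groups, with 14 residual degrees of freedom, and p values were adjusted over all tested features by the Benjamini-Hochberg method within each time. Changes are given as log2 fold changes against control hearts ± standard error, and a gene is called higher or lower at an adjusted p under 0.05. Gene lists were written for pathways and cell types, and the list tests (camera) ask whether the genes of a list moved further than the other named genes, with a preset correlation of 0.01 between genes or with a correlation estimated from the data.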

Independent measurements were obtained in triplicates at each time point, and from 3 control samples. The differential expression of genes at each time in relation to controls was statistically estimated. 

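Cytokine genes were among the largest rises at 4 hpi. The interleukin 11 paralogs *il11b* and *il11a* were higher than in control hearts by 7.39 ± 0.35 and 6.56 ± 0.83 on the log2 scale (limma, adjusted p = 7.7e-10 and 9.9e-06), and the inflammatory cytokine *il1b* was higher by 5.55 ± 0.38 (adjusted p = 2.3e-08). *lepb*, which encodes a leptin, rose by 6.27 ± 0.22 (adjusted p = 1.8e-11). The mean signals of *il11b*, *il11a*, *il1b* and *lepb* in control hearts, 3.92, 4.69, 4.39 and 4.13, lay below the median feature, as did that of the granulin gene *grna.2* (4.03), so the rises of these 5 genes are lower limits and their order is uncertain. Of 36 measured genes of inflammatory cytokines and their signalling, 29 were higher and 3 lower (29 and 3 when adjusted over the list alone), and the list as a whole was shifted upwards (camera, adjusted p = 1.2e-09, and 0.207 with an estimated correlation). *inhbb*, which encodes an inhibin and activin subunit, and the melatonin receptor gene *mtnr1ab* were among the largest falls, with changes of -3.13 ± 0.40 and -3.06 ± 0.32 (adjusted p = 1.2e-05 and 1.3e-06). At 1 dpi the granulin gene *grna.2* was higher by 7.79 ± 0.59 and the metalloproteinase gene *adam8a* by 5.49 ± 0.36 (adjusted p = 2.6e-08 and 4.8e-09), whereas *dgat2* and *scd*, which serve triglyceride and fatty acid synthesis, changed by -3.95 ± 0.30 and -3.06 ± 0.27 (adjusted p = 2.1e-08 and 1.3e-07). At 3 dpi *grna.2* remained higher by 7.92 ± 0.59 and *lyve1a*, a marker of lymphatic endothelium, was low at -3.08 ± 0.34 (adjusted p = 2.8e-08 and 1.6e-06). In all, 2746 features were higher and 2424 lower at 4 hpi at an FDR of 0.001, against 3642 and 2125 at 1 dpi and 3565 and 1575 at 3 dpi. The balance of the directions depends on the scaling of the arrays: under quantile normalization the counts were 2341 and 3270 at 4 hpi and 3130 and 2807 at 1 dpi. Without control replicate 2, the total of 5170 features at 4 hpi fell to 3412, and with only the 6 arrays of each comparison fitted 805, 1905 and 2045 features passed at 4 hpi, 1 dpi and 3 dpi.

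**Figure D1:**
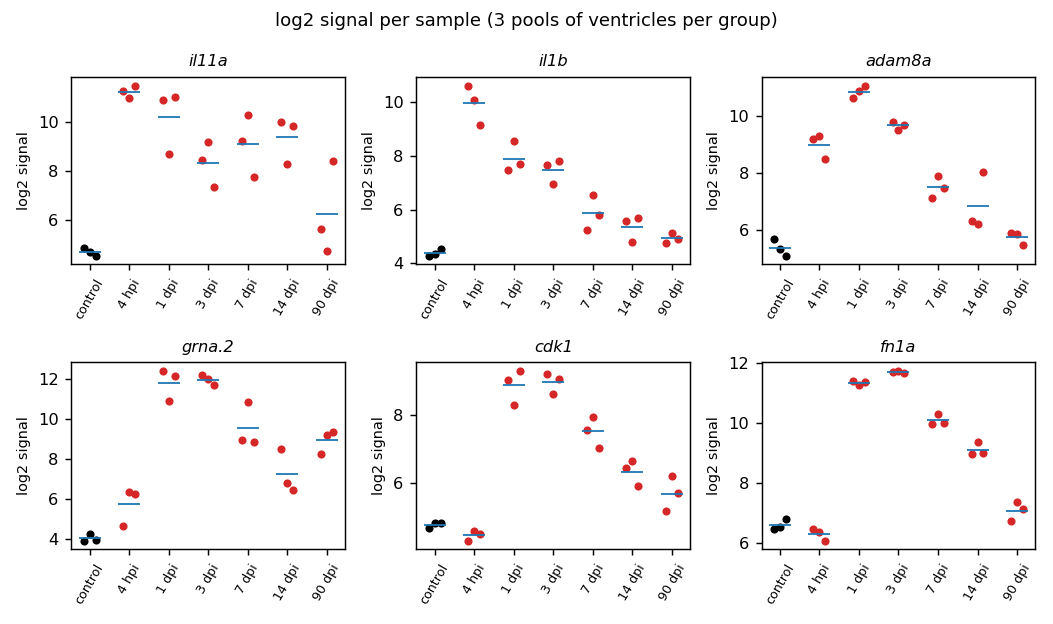
Log2 signal of 6 genes in each pool (points, black for control and red for injured hearts) over the 7 groups, with a blue line through the means of 3 pools. The cytokine genes *il11a* and *il1b* peak at 4 hpi, and *adam8a*, *grna.2*, *cdk1* and *fn1a* at 1 or 3 dpi.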

The largest numbers of differentially-expressed genes (DEGs, FDR < 0.001) were obtained at the early stages of regeneration (from 4 hpi to 3 dpi). 

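At 7 and 14 dpi genes of clotting and matrix were among the largest rises. Genes of lipid metabolism were among the largest rises at 14 dpi and among the largest falls at both times. Of the latter, *dgat2* changed by -2.61 ± 0.30 at 7 dpi and -2.78 ± 0.30 at 14 dpi (limma, adjusted p = 1.1e-05 and 1.9e-05). *f13a1a.1*, which encodes a subunit of the fibrin-crosslinking coagulation factor XIII, was higher by 7.13 ± 0.87 at 7 dpi and by 6.96 ± 0.87 at 14 dpi (limma, adjusted p = 2.5e-05 and 8.1e-05). Its mean in control hearts, 4.05, and that of *lum*, 3.88, lay below the median feature, so the rises of both are lower limits. The matrix proteoglycan gene *lum* was higher by 3.28 ± 0.25 at 7 dpi (adjusted p = 2.3e-07), and *angptl4*, a regulator of lipid uptake, by 3.22 ± 0.51 at 14 dpi (adjusted p = 5.9e-04). *leap2*, which encodes an antimicrobial peptide, changed by -3.03 ± 0.42 and -3.22 ± 0.42 at these times (adjusted p = 8.0e-05 and 1.2e-04). At 90 dpi *grna.2* was still higher by 4.91 ± 0.59 and *phyh*, which serves the breakdown of branched fatty acids, by 3.53 ± 0.36 (adjusted p = 1.5e-04 and 7.7e-05). The lymphatic marker gene *lyve1a* changed by -2.41 ± 0.34 and the growth factor gene *fgf11a* by -2.37 ± 0.25 (adjusted p = 4.3e-04 and 1.0e-04). The rise of *phyh* was not particular to 90 dpi, with log2 fold changes between 2.68 and 3.39 at every earlier time. That of *angptl4* was largest at 4 hpi, at 3.64 ± 0.51 (adjusted p = 2.9e-05). At an FDR of 0.001, 1363 features were higher and 322 lower at 7 dpi, 544 and 116 at 14 dpi, and 311 and 108 at 90 dpi. Each of the 6 pools of a comparison weighs on these totals: leaving out any 1 of them brought the 1685 features of 7 dpi to between 768 and 1044 and the 660 of 14 dpi to between 217 and 431. The 419 features of 90 dpi fell to between 24 and 157 without 1 pool, apart from 90 dpi replicate 1, without which there were 575. With only the 6 arrays of each comparison fitted, 170, 3 and 0 features passed at 7, 14 and 90 dpi (limma, with 10131 under 0.05 unadjusted at 90 dpi).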

Although at later times the number of DEGs progressively decreased, thousands of statistically detectable changes were still observed (FDR < 0.001, Fig. 3A). The DEGs obtained at each time are enriched in functional annotations relevant to heart regeneration, such as apoptosis and angiogenesis (Fig. 3B, Supplementary Table S1). 

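Most gene lists moved at some time after injury, and muscle and immune genes moved in opposite directions. Among 26 measured genes of cardiomyocyte contraction, 18 were lower at 1 dpi and the others did not pass (19 lower and 1 higher when adjusted over the list alone). They include the potassium channel gene *kcnj11* at -1.89 ± 0.22 and *smyd1b*, which serves sarcomere assembly, at -0.99 ± 0.12 (limma, adjusted p = 2.8e-06 and 3.7e-06). The contraction list was shifted downwards as a whole (camera, adjusted p = 1.8e-06, and 0.222 with an estimated correlation). Immediate early genes, the transcription factor genes that answer stress within minutes, were an early group: 16 of 31 were higher at 4 hpi and the others did not pass (16 when adjusted over the list alone), with *fosl1a* higher by 4.69 ± 0.47 and *cebpb* by 2.42 ± 0.23 (adjusted p = 1.0e-06 and 5.5e-07). Their list was shifted upwards (camera, adjusted p = 7.9e-05, and 0.373 with an estimated correlation). Over 30 lists and 6 times, 107 of 180 list tests passed at an adjusted p under 0.05. With a correlation estimated from the data, camera called 0 of the 180, with 38 under 0.05 before adjustment and a lowest adjusted p of 0.164, so every list shift rests on the preset correlation. Other divisions of the 6 arrays of a comparison into 3 and 3 shifted up to 15 lists at 4 hpi and 20 at 1 dpi, against 16 and 19 for the real division.

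**Figure D2:**
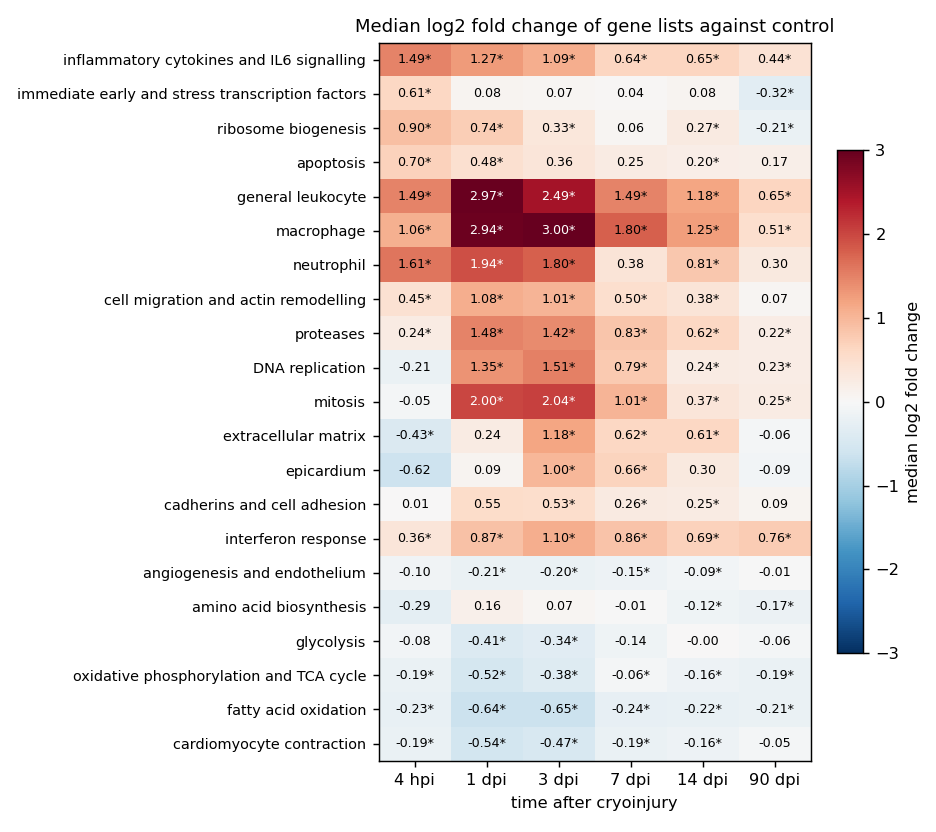
Median log2 fold change against control hearts of 21 gene lists (rows) at 6 times (columns), as colour and number. An asterisk marks an adjusted p under 0.05 in the list test with the preset correlation, and the general leukocyte and macrophage lists pass at all 6 times.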

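Genes of programmed cell death were raised within 4 h of the injury. *casp9*, the initiator caspase of the mitochondrial pathway, was higher than in control hearts by 2.67 ± 0.26, the death receptor genes *fas* and *tnfrsf21* by 2.51 ± 0.27 and 2.39 ± 0.21 (limma, adjusted p = 8.8e-07, 1.8e-06 and 2.3e-07). Among 40 measured apoptosis genes 27 were higher and 3 lower (27 and 3 when adjusted over the list alone), the lower ones including *diabloa*, which relieves the inhibition of caspases, at -0.96 ± 0.14 (adjusted p = 4.7e-05). The list as a whole was shifted upwards (camera, adjusted p = 1.6e-06, and 0.164 with an estimated correlation). As written, the list holds genes that restrain apoptosis, such as *xiap* and *mcl1a*, as well as genes that promote it. Its counts and its shift therefore do not tell death from survival. Genes of endothelium and angiogenesis went both ways. *s1pr1*, a receptor that stabilises vessels, was higher by 2.05 ± 0.22 and the lymphatic growth factor receptor gene *flt4* by 1.42 ± 0.19 (adjusted p = 2.3e-06 and 1.8e-05), but *plvapa*, a component of endothelial openings, changed by -2.11 ± 0.27 and the arterial transcription factor gene *hey2* by -1.82 ± 0.16 (adjusted p = 1.1e-05 and 2.3e-07). Of 51 genes 11 were higher and 17 lower (12 and 19 when adjusted over the list alone), without a shift of the list (camera, adjusted p = 0.441, and 0.723 with an estimated correlation). Genes of cell migration and actin remodelling were mostly higher, 22 of 43 with 6 lower (23 and 6 when adjusted over the list alone). The integrin activator gene *fermt3b* was higher by 2.53 ± 0.24 and the matrix receptor gene *sdc4* by 1.70 ± 0.14, whereas *fscn1a*, which bundles actin in cell protrusions, changed by -1.47 ± 0.20 (adjusted p = 7.1e-07, 1.6e-07 and 1.7e-05). Their list was shifted upwards too (camera, adjusted p = 1.3e-04, and 0.345 with an estimated correlation). General leukocyte markers rose at the same time, 19 of 23, and the others did not pass (19 when adjusted over the list alone, camera, adjusted p = 4.2e-09, and 0.255 with an estimated correlation), and *fermt3b* is itself a gene of blood cells.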

As early as 4 hpi, enrichments in genes involved in apoptosis (consistent with our staining, Fig. 2), angiogenesis and cell migration are statistically detectable. Previous work by our group has also reported angiogenesis from 3 days post-injury onwards. The expression of angiogenesis-involved genes precedes the development of new vessels. The fact that this activation can occur early cannot be explained solely by the time needed for gene transcription and translation. Notably, many angiogenic marker genes are also expressed in circulating hematopoietic cells. This is the case, for example for fli1a, kdlr or erg^27,28^. Given the fact that the infiltration of inflammatory cells is an early response to injury, it is possible that hematopoietic cells expressing endothelial cell markers can also home to the injured hearts.

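At 4 hpi the array feature of *fli1*, an endothelial and thrombocyte transcription factor gene, differed from control hearts by -0.02 ± 0.14 and that of the VEGF receptor gene *kdrl* by 0.07 ± 0.12 (limma, adjusted p = 0.93 and 0.666). In control replicate 3 the signal of *fli1* lay well below the other 5 pools of control and 90 dpi hearts. *erg*, a related transcription factor gene, was lower by the same comparison at -1.11 ± 0.23 (adjusted p = 0.00117), and *kdrl* was lower at 3 dpi at -0.55 ± 0.12 (adjusted p = 0.00181). Markers of circulating cells are given by lineage, and no test compared 1 lineage with another. Of 16 neutrophil genes 13 were higher and 1 lower at 4 hpi (14 and 1 when adjusted over the list alone), with the collagenase gene *mmp13a* higher by 4.44 ± 0.49 and *ncf1*, a subunit of the oxidase that kills microbes, by 4.24 ± 0.46 (adjusted p = 2.9e-06 and 2.1e-06). Of 9 thrombocyte genes 6 were higher and the others did not pass (6 when adjusted over the list alone), among them the clotting receptor gene *itga2b* at 2.09 ± 0.23 (adjusted p = 2.1e-06). Macrophage genes were also raised, 14 of 25 higher and 1 lower (14 and 1 when adjusted over the list alone). These lists were shifted upwards (camera, adjusted p = 2.7e-05, 4.3e-04 and 4.5e-04 in this order, and 0.243, 0.241 and 0.358 with an estimated correlation). Erythrocyte genes showed no shift, with 4 of 18 higher and 2 lower (3 and 1 when adjusted over the list alone, camera, adjusted p = 0.566, and 0.848 with an estimated correlation). Whether blood trapped in the ventricle would raise them was not tested. Lymphocyte genes were detected for 5 genes, and 4 of them were higher at 1 dpi (4 when adjusted over the list alone), including the B cell adaptor gene *blnk* at 3.36 ± 0.25 and the T cell gene *cd4-1* at 1.89 ± 0.41 (adjusted p = 1.7e-08 and 0.0013). Their list was shifted upwards (camera, adjusted p = 0.0207, and 0.263 with an estimated correlation).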

**Figure 3:**
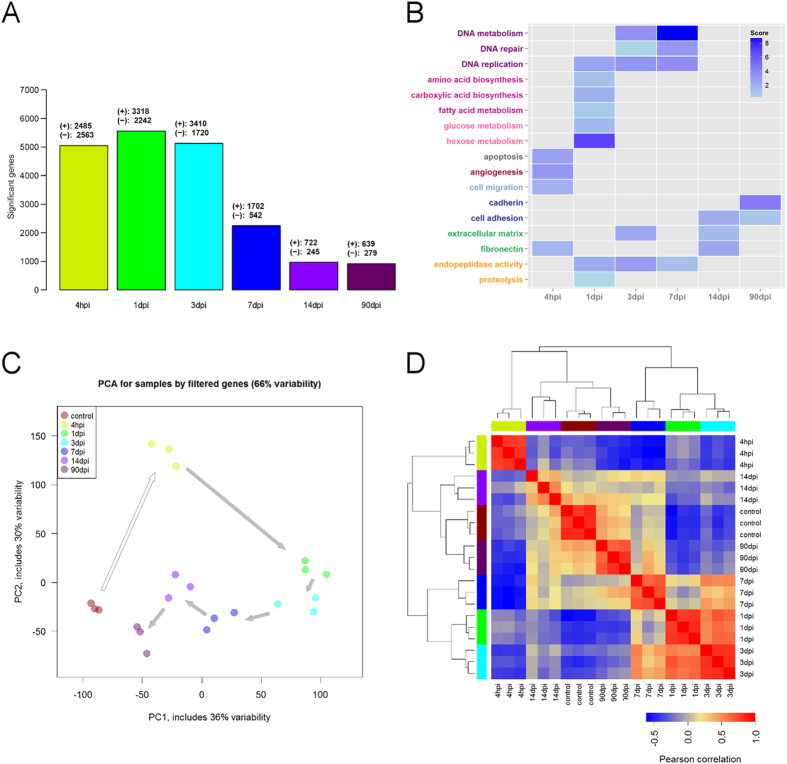
Significant changes in gene expression during heart regeneration. (**A**) Numbers of DEGs at each time point. (**B**) Summary of statistically enriched functional terms of DEGs at each time point. (**C**) Visualization of control and post-injury samples based on PCA (genes with FDR < 0.001). (**D**) Hierarchical clustering of samples based on gene expression data (genes with FDR < 0.001).

At 1 dpi, transcriptomic alterations mostly impact genes implicated in energy metabolism, amino-acid biosynthesis and DNA replication, which could be an indication of enhanced cell proliferation. 

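Genes of energy metabolism were lower in the ventricle at 1 dpi. Among 48 genes of oxidative phosphorylation and the citric acid cycle 42 were lower and 1 higher (42 and 1 when adjusted over the list alone), such as the respiratory chain subunit genes *uqcrc2a* at -1.18 ± 0.12 and *ndufs1* at -0.98 ± 0.09 (limma, adjusted p = 7.0e-07 and 2.0e-07). Fatty acid oxidation, the main fuel of the adult heart, was lower in 21 of 24 genes and the others did not pass (21 when adjusted over the list alone), including its regulator *ppargc1a* at -1.48 ± 0.25 and the carnitine transferase gene *cpt1ab* at -1.10 ± 0.13 (adjusted p = 1.5e-04 and 4.9e-06). Glycolysis genes split: the muscle forms *pfkma* and *pkmb* changed by -1.82 ± 0.23 and -1.27 ± 0.11, whereas *eno1b* and *hk2* were higher by 2.90 ± 0.14 and 2.78 ± 0.28 (adjusted p = 7.1e-06, 1.5e-07, 3.6e-10 and 6.6e-07). In that list 3 of 27 genes were higher and 17 lower (3 and 17 when adjusted over the list alone). The 3 lists were shifted downwards (camera, adjusted p = 8.5e-13, 3.8e-09 and 4.7e-04 in this order, and 0.207, 0.207 and 0.314 with an estimated correlation). The median log2 fold change of oxidative phosphorylation and the citric acid cycle, -0.52, was close to that of cardiomyocyte contraction, -0.54, while that of general leukocyte markers was 2.97. A smaller share of cardiomyocytes in the RNA would lower the energy genes as well, and was not separated from a change within these cells. Amino acid biosynthesis was not shifted as a list, with 9 of 23 genes higher and 9 lower (9 and 9 when adjusted over the list alone, camera, adjusted p = 0.635, and 0.763 with an estimated correlation). Its median and mean log2 fold changes, 0.16 and 0.12, were positive although the test leaned downwards. The folate enzyme gene *mthfd1l* and the serine synthesis gene *psat1* were higher by 1.52 ± 0.20 and 1.19 ± 0.35, and *mat1a*, which makes the methyl donor of the cell, changed by -1.81 ± 0.30 (adjusted p = 8.8e-06, 0.0113 and 1.2e-04). DNA replication genes rose almost without exception, 28 of 30 (29 when adjusted over the list alone, camera, adjusted p = 1.0e-11, and 0.222 with an estimated correlation). Among them the thymidylate synthesis gene *tyms* was higher by 3.10 ± 0.31 and the thymidine kinase gene *tk1* by 2.48 ± 0.27 (adjusted p = 5.9e-07 and 1.2e-06).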

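Tissue-degrading enzymes rose alongside at 1 dpi. The lysosomal protease genes *ctss2.1* and *ctsz* were higher by 4.52 ± 0.24 and 3.13 ± 0.18, and *plaua*, which activates plasmin to dissolve fibrin, by 3.86 ± 0.24 (limma, adjusted p = 6.9e-10, 1.1e-09 and 2.6e-09). The clotting protease gene *f10* and the gelatinase gene *mmp2* went the other way, at -1.38 ± 0.16 and -0.85 ± 0.15 (adjusted p = 2.4e-06 and 2.2e-04). Of 39 protease genes 30 were higher and 6 lower (30 and 6 when adjusted over the list alone), and the list was shifted upwards (camera, adjusted p = 6.6e-09, and 0.222 with an estimated correlation). All 23 general leukocyte markers were higher at 1 dpi (23 when adjusted over the list alone), such as the actin-bundling gene *lcp1* by 3.73 ± 0.25 and *plek*, a platelet and leukocyte signalling gene, by 3.86 ± 0.28 (adjusted p = 7.1e-09 and 1.5e-08). Their list test gave an adjusted p of 1.2e-13 (camera, and 0.222 with an estimated correlation), and the cathepsin genes *ctss2.1* and *ctsz* rose together with markers of leukocytes. Migration and actin genes continued upwards, 33 of 43 with 3 lower (33 and 3 when adjusted over the list alone, camera, adjusted p = 1.6e-09, and 0.222 with an estimated correlation).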

Changes are also observed in genes involved in proteolytic activities, indicating the beginning of the regeneration process^29,30^. At 3 and 7 dpi, the regeneration activity is boosted, as shown by the enrichment in peptidase activity, together with processes linked to cell proliferation such as DNA metabolism and replication. Also the extracellular matrix is highly implicated at 3 dpi, when fibrosis becomes visible in our histology staining. 

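Proteases and the cell cycle rose together over these days. *adam8a*, whose product sheds membrane proteins, was higher by 4.31 ± 0.36 at 3 dpi and by 2.13 ± 0.36 at 7 dpi (limma, adjusted p = 7.8e-08 and 4.2e-04), and the collagenase gene *mmp13b* by 2.03 ± 0.33 at 7 dpi (adjusted p = 3.0e-04). Of 39 protease genes 33 were higher and 3 lower at 3 dpi (33 and 4 when adjusted over the list alone), against 29 and 1 at 7 dpi (30 and 2). The shifts had adjusted p = 2.7e-10 and 6.2e-09 (camera, and 0.222 at both times with an estimated correlation). DNA replication genes were higher in 29 of 30 cases at 3 dpi and 27 at 7 dpi (29 at both times when adjusted over the list alone), with *tyms* at 3.48 ± 0.31 and 2.59 ± 0.31 (adjusted p = 1.9e-07 and 2.1e-05). Mitosis genes accompanied them, 27 of 28 at 3 dpi and 22 at 7 dpi (27 and 23, with 1 lower each, when adjusted over the list alone). The mitotic kinase gene *cdk1* was higher by 4.20 ± 0.29 and 2.75 ± 0.29 at these times (adjusted p = 1.2e-08 and 5.1e-06). Camera gave adjusted p = 3.6e-13 and 4.2e-12 for replication (0.222 at both times with an estimated correlation) and 4.8e-12 and 2.1e-08 for mitosis (0.263 and 0.366 with an estimated correlation). DNA repair, the other side of DNA metabolism, was not shifted, with 6 of 14 genes higher and 1 lower at 3 dpi (6 and 1 when adjusted over the list alone) and 5 and 2 at 7 dpi (6 and 2). The recombination gene *brca2* was higher by 1.36 ± 0.16 and the checkpoint kinase gene *atr* changed by -0.67 ± 0.14 at 3 dpi (adjusted p = 3.0e-06 and 0.00122). The list tests for repair gave adjusted p = 0.128 and 0.365 (camera, and 0.549 and 0.69 with an estimated correlation). Macrophage markers were higher in 24 of 25 cases at 3 dpi and in 22 at 7 dpi (24 and 23 when adjusted over the list alone, camera, adjusted p = 8.5e-13 and 9.9e-13, and 0.207 at both times with an estimated correlation), with *mpeg1.1*, a pore-forming protein of these cells, at 3.46 ± 0.21 at 3 dpi (adjusted p = 4.1e-09). Dividing blood cells and dividing heart cells cannot be told apart in such pools.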

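Provisional matrix and collagen-modifying genes stood out at 3 dpi. The fibronectin gene *fn1a* was higher by 5.08 ± 0.16, the proteoglycan gene *lum* by 4.00 ± 0.25, *loxa*, which crosslinks collagen, by 3.62 ± 0.26, and *timp2b*, an inhibitor of matrix proteases, by 3.68 ± 0.19 (limma, adjusted p = 3.7e-12, 4.0e-09, 2.2e-08 and 6.1e-10). *emilin1a*, which belongs to elastic fibres, was the only matrix gene that fell, at -0.89 ± 0.18 (adjusted p = 9.7e-04). Of 53 matrix genes 41 were higher and 1 lower (45 and 1 when adjusted over the list alone, camera, adjusted p = 3.9e-10, and 0.222 with an estimated correlation). At 4 hpi the balance had been the reverse, with 8 higher and 25 lower (10 and 26 when adjusted over the list alone), including the laminin gene *lamb1a* at -2.04 ± 0.18 (adjusted p = 2.5e-07). That early downward shift (camera, adjusted p = 0.021, and 0.549 with an estimated correlation) did not pass under quantile normalization (adjusted p = 0.0563), although the fall was no smaller there, with a median log2 fold change of -0.53 and 28 genes lower against a median of -0.43 before: the list test measures a list against the other genes. Genes of the epicardium, the outer cell layer that supplies matrix-forming cells, were higher in 8 of 10 cases at 3 dpi (8 when adjusted over the list alone, camera, adjusted p = 7.3e-04, and 0.207 with an estimated correlation), led by the transcription factor gene *wt1b* at 3.36 ± 0.18 and the periostin gene *postnb* at 2.56 ± 0.28 (adjusted p = 1.1e-09 and 1.7e-06). The matrix list was still shifted at 14 dpi, with 29 genes higher and 1 lower (31 and 1 when adjusted over the list alone, camera, adjusted p = 6.2e-08, and 0.224 with an estimated correlation).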

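Among genes of cadherins and cell adhesion, the integrin gene *itgb3b* and the mesenchymal cadherin gene *cdh11* were higher by 2.47 ± 0.20 and 2.28 ± 0.17 at 3 dpi (limma, adjusted p = 7.2e-08 and 2.1e-08), and *cdh11* still by 1.41 ± 0.17 at 14 dpi (adjusted p = 4.8e-05). The protocadherin gene *pcdh9* fell at both times, at -1.99 ± 0.28 and -1.15 ± 0.28 (adjusted p = 2.8e-05 and 0.012). At 90 dpi *f11r.1*, a protein of tight junctions, was higher by 1.12 ± 0.16 and the clustered protocadherin gene *pcdh1gc5* by 1.40 ± 0.30 (adjusted p = 5.0e-04 and 0.00472). Of 47 adhesion genes 25 were higher and 4 lower at 3 dpi, 18 and 2 at 14 dpi, and 8 and 3 at 90 dpi (the same numbers when adjusted over the list alone). The list was shifted upwards at 3 dpi and 14 dpi (camera, adjusted p = 0.0033 and 0.00223, and 0.246 and 0.241 with an estimated correlation) and not at 90 dpi (adjusted p = 0.387, and 0.69 with an estimated correlation). At 7 dpi the adjusted p was 0.0256 (camera, and 0.366 with an estimated correlation), with 18 genes higher and 2 lower (19 and 3 when adjusted over the list alone). Early on, 18 genes were higher and 10 lower at 4 hpi, and 19 and 9 at 1 dpi (18 and 11, and 19 and 9, when adjusted over the list alone). The list was not shifted at these times (camera, adjusted p = 0.229 and 0.119, and 0.594 and 0.516 with an estimated correlation), although quantile normalization gave 0.0299 at 1 dpi.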

Processes related to cell adhesion are mainly enriched at later times. Altogether these results reflect crucial steps of the heart regeneration process.

By applying principal component analysis (PCA) to our gene expression data (DEGs, FDR < 0.001), it was possible to visualize well-defined time-specific clusters that clearly mirrored the ordered sequence of regeneration events (Fig. 3C). 

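The first component has control hearts at one end and 1 and 3 dpi hearts at the other, and the second sets the 4 hpi hearts apart. Over 10045 features with an FDR under 0.001 at any time, they hold 47.3% and 29.4% of the variance. Control hearts lie at -62.97 on the first component, with 4 hpi hearts at -15.89, 1 dpi hearts at 60.08 and 3 dpi hearts at 54.69, before the way back over 8.38 at 7 dpi and -11.64 at 14 dpi to -32.66 at 90 dpi. Only the 4 hpi hearts, in which the cytokine and immediate early genes peak, lie far up on the second component, at 76.48. In the plane of both components the distance from the control hearts is 105.53 at 4 hpi, 125.65 at 1 dpi and 117.65 at 3 dpi, and 71.48, 53.24 and 30.62 at 7, 14 and 90 dpi. The spread of the pools around the centre of their group, as a standard deviation in this plane, is between 1.72 (control) and 11.26 (7 dpi). Neighbouring groups remain separate: 1 and 3 dpi hearts are 25.47 apart, 7 and 14 dpi hearts 27.3, and 14 and 90 dpi hearts 28. The features were chosen for their difference from the controls, which favours the separation of the controls from the injured groups.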

A hierarchical clustering of the data also distinctly separated samples according to expression patterns and times (Fig. 3D). These results indicate that our gene expression data reflects biologically-meaningful dynamic changes associated with heart regeneration.

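The clustering groups hearts by stage. The 1, 3 and 7 dpi hearts, in which DNA replication genes are highest, form 1 of the 2 main branches. Control, 4 hpi, 14 dpi and 90 dpi hearts form the other. Leukocyte genes are high in both, with a median log2 fold change of 1.49 at 4 hpi and at 7 dpi. In a division into 3 clusters the 4 hpi hearts stand alone. Of the 7 groups 6 form a branch of their own (complete linkage on the Euclidean distance between the rows of the Pearson correlation matrix). The exception is 14 dpi, of which replicate 2 joins the 90 dpi hearts before it joins the other pools of its group. With average linkage on 1 minus the Pearson correlation all 7 groups have their own branch. With the first method over all features above the signal filter, 7 dpi is the exception. The reasoning of the paper runs from the numbers of genes that differ from healthy hearts at each time (Fig. 3A) over the functions in which these genes are enriched (Fig. 3B) to the arrangement of the samples (Fig. 3C and D). Apoptosis genes at 4 hpi and matrix genes at 3 dpi are set beside the cell death and the fibrosis of the stained sections (Fig. 2). Of the samples, the paper writes that their clusters mirror the order of events and that the data reflect changes linked to regeneration.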

### A co-expression network characterizes dynamic heart regeneration states

To characterize heart regeneration at a systems-level, we focused on significant transcriptional changes that distinguish injured from healthier hearts. This analysis was also needed to reduce the large number of expressed genes and facilitate network generation and analysis. First, we identified DEGs in the “injured group” (samples at 4 hpi, 1, 3, 7 and 14 dpi) vs. those in the “healthier group” (control and 90 dpi regenerated hearts). Because 90 dpi samples are anatomically very similar to healthy hearts, and at 90 dpi the hearts are actually at the end stages of full heart regeneration, their assignment to the “healthier group” is both reasonable and supported by our analysis. This procedure and the processing of genes with multiple probes resulted in a set of 3467 genes (FDR < 0.005) that were considered for subsequent analyses. 

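At 90 dpi some immune gene lists still differed from control hearts. Of 25 macrophage genes 10 were higher than in control hearts and the others did not pass (12 when adjusted over the list alone), and of 23 general leukocyte genes likewise 10 (13 when adjusted over the list alone). Both lists were shifted upwards (camera, adjusted p = 4.2e-06 and 6.8e-06, and 0.241 and 0.366 with an estimated correlation). Neutrophil genes were not shifted, with 2 of 16 higher and 2 lower (the same when adjusted over the list alone), nor were lymphocyte genes, with 1 of 5 higher (1 when adjusted over the list alone), or thrombocyte genes (camera, adjusted p = 0.554, 0.489 and 0.784, and 0.842, 0.705 and 0.908 with an estimated correlation). Genes of the extracellular matrix were no longer shifted, with 3 of 53 higher and 4 lower (1 and 3 when adjusted over the list alone, camera, adjusted p = 0.223, and 0.727 with an estimated correlation). Genes of the circadian clock differed in both directions, 11 of 37 higher and 12 lower (12 and 15 when adjusted over the list alone), without a shift of the list (camera, adjusted p = 0.298, and 0.594 with an estimated correlation). *clocka* and *bmal1b*, the activating arm of the clock, were higher by 1.93 ± 0.32 and 1.64 ± 0.23, and the repressor genes *per1b* and *nr1d1* changed by -2.28 ± 0.41 and -3.03 ± 0.79 (limma, adjusted p = 9.3e-04, 4.3e-04, 0.0017 and 0.0145). The hour at which the hearts were taken is not given in the sources used here, and the clock genes follow it.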

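Among the genes that the paper names, *adam8a* was higher in the 15 injured pools than in the 6 of control and 90 dpi hearts by 3.22 on the log2 scale, the B cell receptor gene *cd22* by 2.59 and the macrophage mannose receptor gene *mrc1b* by 2.35 (limma, q = 1.7e-04, 7.8e-06 and 2.6e-05). *epas1a*, which encodes a hypoxia-inducible transcription factor, and the kinase gene *dyrk2* were lower, with differences of -0.87 and -0.90 (q = 7.3e-04 and 4.5e-04). *nkx2.5*, the cardiac transcription factor gene, stayed outside the set at -0.44 (q = 0.00784). At q under 0.005 and with 1 feature per gene the set held 3138 genes, 2123 higher and 1015 lower in injured hearts, of which 1448 have a single symbol. The other 1690 are features without a single symbol, each counted as a gene. Its size depends on the error model and on the groups: Benjamini-Hochberg adjustment left 1873 genes, a contrast within the fit of 7 groups gave 8091, and a comparison of the 15 injured pools with the 3 control pools alone, without 90 dpi hearts, gave 1524. Leaving out replicate 1, 2 or 3 of every group left 217, 244 or 516 genes, nearly all of them members of the set.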

Note that, although overlaps are observed, this set of genes differs from those represented in Fig. 3A, which only correspond to DEGs in the specific times vs. controls.

Next, we computed the expression (Pearson) correlations between these genes, and focused on gene associations with relatively high (absolute) correlation coefficients, │*r*│>0.8. This filtering was necessary to reduce potential spurious associations and to focus on those correlations likely to be biologically informative. This selection allowed us to achieve a balance between network scale-free fit and connectivity properties as recommended previously^31^. Moreover, this choice made subsequent network visualization interpretable and annotation tasks manageable.

The combination of all the selected gene-gene associations resulted in a global co-expression network of heart regeneration. 

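*stx11a*, which encodes a vesicle fusion protein of immune cells, had 1467 partners at an absolute r above 0.8, the vesicle marker gene *cd63* had 1442 and the cytokine receptor gene *il6st* 911. The kinase gene *dyrk2* had 667, and *tbx5a*, a cardiac transcription factor gene, had 70. Among the 3138 genes of the set, 844964 of 4921953 pairs passed this threshold (17.17%), and 3132 genes had at least 1 edge. With the means of the 7 groups removed 12614 pairs passed (0.26%), and 9490 of the first edges, 1.1%, were still above the threshold with the same sign. The edges kept a weaker correlation, with a median r of 0.314 in the first direction against 0.099 for random pairs. Without control and 90 dpi hearts the number was 293337.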

The network consists of 3467 genes (nodes) and 436,803 associations (edges). Color-coding of the nodes on the basis of their expression fold-changes (in relation to controls) gives an overall view of the dynamic changes of the network at different times (Supplementary Fig. S1). This highlights systems-level response patterns that underlie the regeneration process: from prominent changes at the early stages of regeneration to more subtle, fine-tuned responses at later stages. It also allows us to appreciate the gradual regression from massive heart damage to a network state that resembles that exhibited by control samples (Supplementary Movie S1).

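By their median, the genes of the network, which include *mrc1b* and *cd22*, moved most at 1 dpi and least at 90 dpi. The median absolute log2 fold change of the 3138 network genes against control hearts was 1.00 at 4 hpi, 1.13 at 1 dpi and 1.01 at 3 dpi, then 0.66, 0.63 and 0.33 at 7, 14 and 90 dpi. At an FDR of 0.05, 2946 of these genes differed from control hearts at 1 dpi, 1911 at 7 dpi, 1659 at 14 dpi and 670 at 90 dpi (limma). The set was chosen with the 90 dpi hearts on the side of the controls, which favours small values at 90 dpi. Over all tested features the decline was flatter, from 0.38 at 4 hpi and 1 dpi to 0.24 at 14 dpi and 0.28 at 90 dpi.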

### Network modularity is linked to heart regeneration responses

Biological networks can be organized into modules of highly interconnected genes, which are implicated in the same biological processes or associated with specialized functions^32^. Here we identified modules of highly co-expressed genes through the application of network clustering algorithms. We focused on two techniques with well-established module detection capacity: WGCNA (Weighted Gene Co-Expression Network Analysis)^33^ and ClusterONE (Clustering with Overlapping Neighborhood Expansion)^34^. These techniques have enabled several biological network investigations, and represent complementary approaches to detecting network modules. We applied WGCNA to the global co-expression network and detected 17 modules (modules 1A to 17A), with sizes ranging from 38 (module 17A) to 707 genes (module 1A). With ClusterONE we identified 11 statistically significant modules (modules 1B to 11B), with sizes ranging from 8 (module 11B) to 491 genes (module 1B). A pairwise comparison of WGCNA and ClusterONE modules corroborated that the two techniques offer partially overlapping, complementary views of modularity (Supplementary Fig. S2). The largest overlap is represented by modules 11A (WGCNA) and 6B (ClusterONE) with Jaccard similarity coefficient of 0.706 (Supplementary Fig. S2). Apart from the expected high intra-module co-expression, there is a diversity of strong inter-module associations (Fig. 4, online resource). Moreover, a GO enrichment analysis shows that many of these modules (12 WGCNA and 4 ClusterONE modules) are significantly associated with biological processes relevant to heart regeneration (FDR < 0.05) (Figs 4 and S3, numbers of associations indicated in color legend). This includes cardiac cell differentiation, migration and embryonic development (Fig. 5).

**Figure 4:**
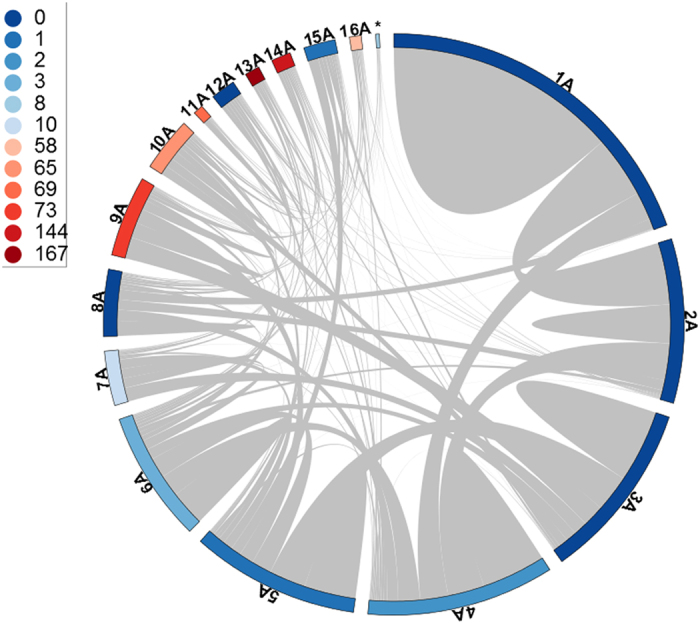
Modular architecture of the gene co-expression network in the zebrafish heart regeneration. Circular plots of modules detected with WGCNA: Internal links (grey) represent the intra- and inter-module connectivity, whereas the color of the outer bar represents the number of functional terms significantly enriched in a given module (Fig. 5). Numbers shown next to the colored circles (left panel) indicate the number of functional terms associated with each color in the plot.

**Figure 5:**
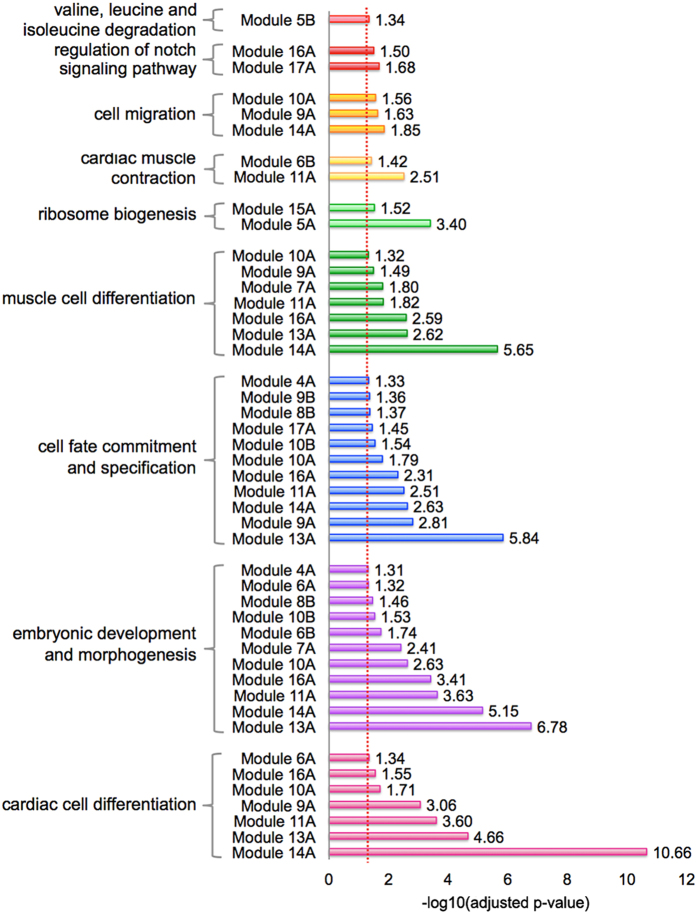
Summary of functional enrichments of modules. Dotted line represents threshold of statistical significance at FDR = 0.05 (Supplementary Methods).

To further determine the biological meaning of these results, we looked deeper into the gene composition and connectivity of these modules. 

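For 7 genes that the paper names in module 14A (*nkx2.5*, *csrp1a*, *tbx5a*, *ccn2a*, *dyrk2*, *LOC100535315* and *zgc:110366*), co-expression was measured over the 21 arrays. The paper writes *csrp1*, *tbx5* and *ctgf* without a paralog, and *csrp1a*, *tbx5a* and *ccn2a* stand for them here. The cardiac transcription factor gene *nkx2.5* followed *zgc:110366* (r = 0.924, rho = 0.894) and the kinase gene *dyrk2* (r = 0.856, rho = 0.865), and all 4 permutation p were 1.0e-05, the smallest that 100000 permutations can give. It ran against *csrp1a*, which encodes a muscle LIM protein (r = -0.835, rho = -0.806, permutation p = 1.0e-05 and 2.0e-05). After Benjamini-Hochberg adjustment over the 21 pairs of these genes, the p values of the 3 relations were 4.2e-05 for r and 5.2e-05, 5.2e-05 and 8.4e-05 for rho. These permutations shuffled the 21 arrays freely, although the pools of a group resemble each other, so these p are too small. Without the 2 arrays farthest from the median of *nkx2.5*, r was 0.925, 0.825 and -0.819 in this order. Over the 21 pairs the mean absolute r was 0.776, with a range from 0.675 to 0.924, and 5 pairs exceeded 0.8. Random sets of the same size from the 3138 network genes had a median of 0.631 (permutation test with 10000 sets, p = 0.0112). The study chose the module on these samples, so this closeness is not independent evidence. With the group means removed the mean fell to 0.266 (permutation p = 0.303). The relation of *nkx2.5* to *csrp1a* was then near 0 (r = -0.040, rho = -0.082, permutation p within the groups 0.869 and 0.752), that to *dyrk2* weaker (r = 0.391, rho = 0.357, p = 0.173 and 0.2), and that to *zgc:110366* still strong (r = 0.756, rho = 0.788, p = 0.00525 and 0.00255). Adjusted over the 21 pairs the p of r were 0.912, 0.605 and 0.0551 and those of rho 0.833, 0.644 and 0.0535, and without the 2 farthest arrays r was -0.136, 0.254 and 0.697.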

Here we concentrate on module 14A because it is highly interconnected with other modules (Fig. 4) and consists of 61 highly co-expressed genes. This module also includes several genes with multiple connections with genes in other modules (Supplementary Fig. S4), and displays one of the largest numbers of statistically enriched biological processes implicated in heart regeneration, including muscle cell differentiation and cardiac cell differentiation (Fig. 5). It is highly enriched in processes related to embryogenesis, such as “embryonic development and morphogenesis” and “cell fate commitment and specification”. This indicates that genes in module 14A may play critical regeneration regulatory roles, promoting reactivation of the embryonic program which leads to dedifferentiation and further cell proliferation and differentiation (Fig. 5). 

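*nkx2.5*, the homeobox gene that starts the cardiac programme, fell after injury, by 0.74 ± 0.12 on the log2 scale at 4 hpi, 0.69 ± 0.12 at 1 dpi and 0.53 ± 0.12 at 3 dpi (limma, adjusted p = 9.3e-05, 1.5e-04 and 0.0018). At 90 dpi it differed from control hearts by -0.10 ± 0.12 (adjusted p = 0.604). *csrp1a*, which encodes a LIM domain protein of muscle and vessel walls, rose by 0.77 ± 0.11, 0.59 ± 0.11 and 0.64 ± 0.11 at the same early times (adjusted p = 2.8e-05, 3.3e-04 and 1.7e-04). Other regulators of the embryonic heart also went both ways at 4 hpi. The natriuretic peptide gene *nppb*, which the embryonic heart expresses, was higher by 1.70 ± 0.16 and the T-box gene *tbx5b* changed by -0.75 ± 0.15 (adjusted p = 5.0e-07 and 6.3e-04). Of 16 measured regulators 4 were higher and 6 lower (4 and 7 when adjusted over the list alone), without a shift of the list (camera, adjusted p = 0.413, and 0.685 with an estimated correlation). Signals come from whole ventricles, so a rise confined to the wound border can be hidden by a fall elsewhere.

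**Figure D3:**
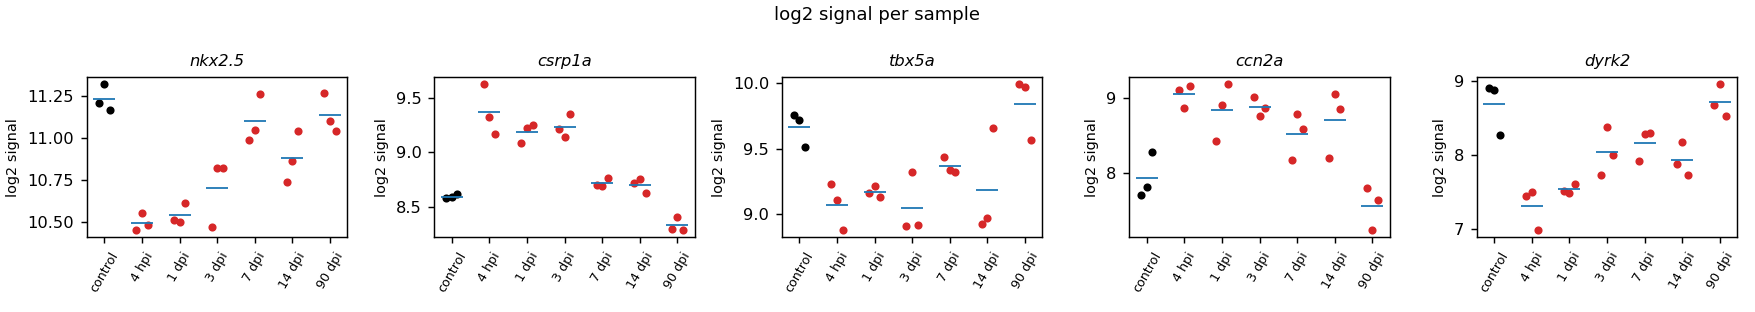
Log2 signal of *nkx2.5*, *csrp1a*, *tbx5a*, *ccn2a* and *dyrk2* in each pool (points, black for control and red for injured hearts) over the 7 groups, with a blue line through the means of 3 pools. *csrp1a* and *ccn2a* lie above the controls early after injury, and the other 3 genes below them.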

Different genes found in Module 14A, such as *nkx2.5* and *csrp1*, are indeed key regulators of cardiac or vascular embryogenesis. The transcription factor *nkx2.5* (Supplementary Fig. S4) initiates the cardiogenic differentiation program in zebrafish^35^. This gene is a marker of cardiac progenitor cells and is re-expressed at the resection plane following ventricular amputation in the adult zebrafish^14^. Likewise *csrp1*, a member of the Wnt pathway, coordinates cardiac mesoderm cell migration during zebrafish embryonic development and its inactivation leads to cardiac bifida^36^.

Other genes such as *tbx5* and *ctgf*, may also be relevant to cardiac regeneration. Indeed, *tbx5*, a transcription factor naturally expressed in the developing heart, is required (together with *gata4* and *mef2c*) to allow reprogramming of cardiac fibroblasts into cardiomyocytes^37^. 

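*tbx5a*, the T-box gene required for heart and fin formation, was lower than in control hearts by -0.59 ± 0.18 at 4 hpi and -0.62 ± 0.18 at 3 dpi (limma, adjusted p = 0.0132 and 0.0111). Without 4 hpi replicate 3 the first difference was -0.50 (adjusted p = 0.06), and without 3 dpi replicate 1 the second was -0.55 (adjusted p = 0.0501), so that neither passed although the sizes changed little. *ccn2a*, which encodes connective tissue growth factor (*ctgf*), a matricellular protein, was higher by 1.12 ± 0.24 at 4 hpi, 0.91 ± 0.24 at 1 dpi and 0.94 ± 0.24 at 3 dpi (adjusted p = 0.00122, 0.00553 and 0.00454). Its level at 90 dpi differed from control hearts by -0.37 ± 0.24 (adjusted p = 0.288). The cardiac transcription factor genes *gata4* and *mef2ca*, partners of Tbx5 in the embryo, were lower at 1 dpi at -0.38 ± 0.09 and -0.74 ± 0.14 (adjusted p = 0.00373 and 4.2e-04).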

Whereas *ctgf* is a regulator of fibrosis during maladaptive remodeling in humans^38^. Other genes in module 14A have not yet been implicated in cardiac regeneration. They include *dyrk2*, *LOC100535315* (Supplementary Fig. S4), and *zgc:110366* which is still uncharacterized. 

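*dyrk2*, which encodes a kinase that acts on the cell cycle and on protein breakdown, was lower than in control hearts by -1.37 ± 0.20 at 4 hpi and -1.15 ± 0.20 at 1 dpi (limma, adjusted p = 4.6e-05 and 2.3e-04), and at 90 dpi differed from them by 0.03 ± 0.20 (adjusted p = 0.935). The uncharacterised gene *LOC100535315* was higher by 0.76 ± 0.15, 0.97 ± 0.15 and 0.80 ± 0.15 at 4 hpi, 1 dpi and 3 dpi (adjusted p = 7.4e-04, 7.4e-05 and 4.8e-04). *zgc:110366*, likewise without a known role in the heart here, was lower by -0.63 ± 0.15 at 4 hpi and -0.85 ± 0.15 at 1 dpi (adjusted p = 0.00246 and 1.7e-04). The returns to the level of control hearts by 90 dpi were within the standard error for *LOC100535315* and *zgc:110366*, at -0.06 and 0.07.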

The *dyrk2* kinase negatively regulates cardiomyocyte growth^39^, and thus may play an important role in the restoration of the correct organ size during regeneration. Future research will be required to validate the relevance of such genes in cardiac regeneration.

### Network hubs play controlling roles in heart regeneration

The identification of network hubs is useful to understand network function. Hubs may represent genes with influential biological roles or regulatory activity^32^. In the case of gene co-expression networks, hubs are genes exhibiting a statistically significant number of strong connections with other genes in the network. We applied the WiPer technique^40^ to identify hubs in our gene co-expression network of heart regeneration, and identified 425 genes that display a statistically-detectable large number of strong connections (adjusted-P < 0.05). 

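Most of the genes that the paper names as hubs had many partners here. Weighted connectivity, the sum over all other genes of the absolute correlation raised to the power 6, stood in here for the WiPer statistic. The receptor gene *csf2rb* of myeloid growth factors ranked 310 of 3138 genes, the leukotriene synthesis gene *alox5a* 143, the cell cycle inhibitor gene *rb1* 160 and *il6st* 546. The keratin gene *krt18b* had rank 238, *fam49ba* 396, *epas1a* 472, the ubiquitin enzyme gene *ube2c* 627 and the metalloproteinase gene *adam8b* 760. The nuclear receptor gene *esrrga*, at rank 1526, lay near the middle, and *max*, the partner of Myc, did not pass the variance filter and was not in the set. The paper names *adam8* without a paralog, and with *adam8a* and *adam8b* both counted for it there are 23 hub genes, of which 21 were measured and 20 belonged to the set. Of these, 14 were among the 385 most connected genes (12.3%), where random sets have 2.46 on average. The median hub lay 4.8% from the top (permutation test, p = 1.0e-04, the smallest value that 10000 random sets can give). With *adam8* counted once, 19 of 22 hubs belonged to the set, and 14 with *adam8a* or 13 with *adam8b* were among the 385, with the median hub 4.6% or 5.1% from the top. The study chose these genes on the same samples, so the closeness is not independent evidence.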

Examination of top hubs located in different network modules highlighted the diversity of molecular functions potentially triggered or mediated by these genes (online resource). *Il6st* (also known as *gp130* receptor), which promotes the differentiation of embryonic stem cells into cardiomyocytes via the *gp130*/*jak2*/*stat3* pathway^41^, is overexpressed in proliferating cardiomyocytes following ventricular amputation^24^. Moreover, impaired regulation of *il6st* promotes adverse remodeling following myocardial infarction (MI)^42^. The disintegrin and metalloproteinase *adam8* mediates cell adhesion, migration, signaling and angiogenesis via proteolysis of various substrates^43^. Interestingly, *adam8* improves muscle fiber regeneration by regulating inflammatory reactions that are necessary to eliminate injured fibers prior to the regeneration step^44^, and single nucleotide polymorphisms in this gene are associated with MI^45^. Among other top-ranked hubs, *stx11a* and *cd63* are markers of intracellular vesicles, while *arpc5a* and *cotl1* are actin-binding proteins that may modulate cell migration and immune response during heart regeneration^46,47^. 

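*stx11a*, a fusion protein of the vesicles that immune cells release, had the highest weighted connectivity of all genes in the set, and *cd63*, a membrane protein of late endosomes, ranked 5. *stx11a* was higher than in control hearts by 1.49 ± 0.15 at 4 hpi and 1.91 ± 0.15 at 3 dpi, and *cd63* by 1.36 ± 0.10 at 1 dpi (limma, adjusted p = 1.4e-06, 6.4e-08 and 1.6e-08). The actin genes *cotl1*, which stabilises filaments against cofilin, and *arpc5a*, a subunit of the branching complex Arp2/3, ranked 15 and 95, and were higher by 2.67 ± 0.15 and 2.29 ± 0.16 at 1 dpi (adjusted p = 9.8e-10 and 8.2e-09). At 14 dpi *cotl1* was still higher by 1.11 ± 0.15 and *cd63* by 0.64 ± 0.10 (adjusted p = 1.5e-04 and 5.1e-04).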

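*mrc1b*, the mannose receptor gene of scavenging macrophages and endothelium, was higher by 2.29 ± 0.21 at 4 hpi, 3.84 ± 0.21 at 1 dpi and 3.26 ± 0.21 at 3 dpi (limma, adjusted p = 3.7e-07, 7.5e-10 and 5.9e-09) and ranked 13 by weighted connectivity. *cd22*, an inhibitory receptor of B cells, was already higher by 3.68 ± 0.28 at 4 hpi, and stayed at 3.36 ± 0.28 at 3 dpi and 2.06 ± 0.28 at 14 dpi (adjusted p = 7.8e-08, 9.7e-08 and 1.9e-04). *tmem154*, a membrane protein gene of leukocytes, was higher by 1.63 ± 0.26 at 4 hpi and by 3.19 ± 0.26 at 1 dpi (adjusted p = 1.2e-04 and 7.2e-08). *cd22* ranked 31 and *tmem154* 62 among 3138 genes. *igsf6* is not analysed here.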

Other top-ranked hub genes are regulators of the inflammatory response, such as: *mrc1b*, *tmem154*, *igsf6* and *cd22*, which corroborates the importance of the immune response in heart regeneration (online resource). Lastly, other hubs (such as *si:ch211-264f5.2*) are still uncharacterized and represent interesting candidates for future investigation.

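The uncharacterised gene *si:ch211-264f5.2* was higher by 3.56 ± 0.31 at 4 hpi, 3.13 ± 0.31 at 1 dpi and 1.51 ± 0.31 at 14 dpi (limma, adjusted p = 2.5e-07, 4.9e-07 and 0.00386). At 90 dpi it differed from control hearts by 0.13 ± 0.31 (adjusted p = 0.813). It ranked 87 by weighted connectivity and had 1274 partners at an absolute r above 0.8.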

### Hubs are relevant to heart regeneration in mammals

We investigated the biological importance of the network hubs in different mammals with limited, but inducible, heart regeneration capacity. First, we determined the levels of homology of the hubs in mouse, rat and human. We found that a large majority of hubs have orthologs in human (78% of hubs), mouse (79%) and rat (78%) (Supplementary Table S2). Furthermore, hubs are statistically enriched in evolutionary conserved genes in comparison to other (non-hub) genes in our network. We detected this significant association in humans (P = 0.02, ^2^ = 5.67, Chi-square test), mouse (P = 0.0001, ^2^ = 15.15) and rat (P = 0.0003, ^2^ = 13.18).

Among our hubs, there are genes with mouse homologous whose importance in neonatal heart regeneration have been previously reported. Some of such hubs (LOC100331505, csf2rb, max, rb1, epas1a) mapped to DEGs or their putative regulators in a recent heart regeneration study by O’Meara *et al.*^48^. Others (zgc:123190, zgc:77517, ctssb.1) have homologous genes that are DEGs in fully regenerated hearts in mice as reported by Haubner *et al.*^49^.

Next, we investigated whether the homologous genes are implicated in regulatory processes that are crucial for heart regeneration in mammals. We analyzed regulatory relationships between our hubs and 20 microRNAs (miRs) whose capacity to induce heart regeneration in mammals has been previously demonstrated^19,50^. Specifically, we addressed the question of whether our hubs are potential targets of miRs that are known to function as regeneration drivers. This was done by first generating a list of experimentally-validated miRs and their interactions in mouse, rat and human. Also we gathered putative miR-target interactions predicted by multiple computational techniques. We then searched for orthologs of our network hubs in the resulting datasets (Fig. 6). In humans, two of our hubs (*fam49ba* and *il6st*) are known targets of hsa-miR-590-3p, which has the capacity to trigger cardiomyocyte proliferation in (neonatal and adult) mice and rats^50^. We also identified 18 (unique) computationally-inferred interactions between our hubs and other heart regeneration miRs: hsa-miR-1, hsa-miR-195 and hsa-miR-199a^51^. In mouse and rat, we did not detect experimentally-validated interactions between regeneration miRs and hub orthologs, but we found hundreds of computationally-inferred hits. The latter included not only putative interactions with the mammalian heart regeneration miRs, but also with other miRs known to be relevant to cardiac cell proliferation and differentiation in mammals (Fig. 6).

**Figure 6:**
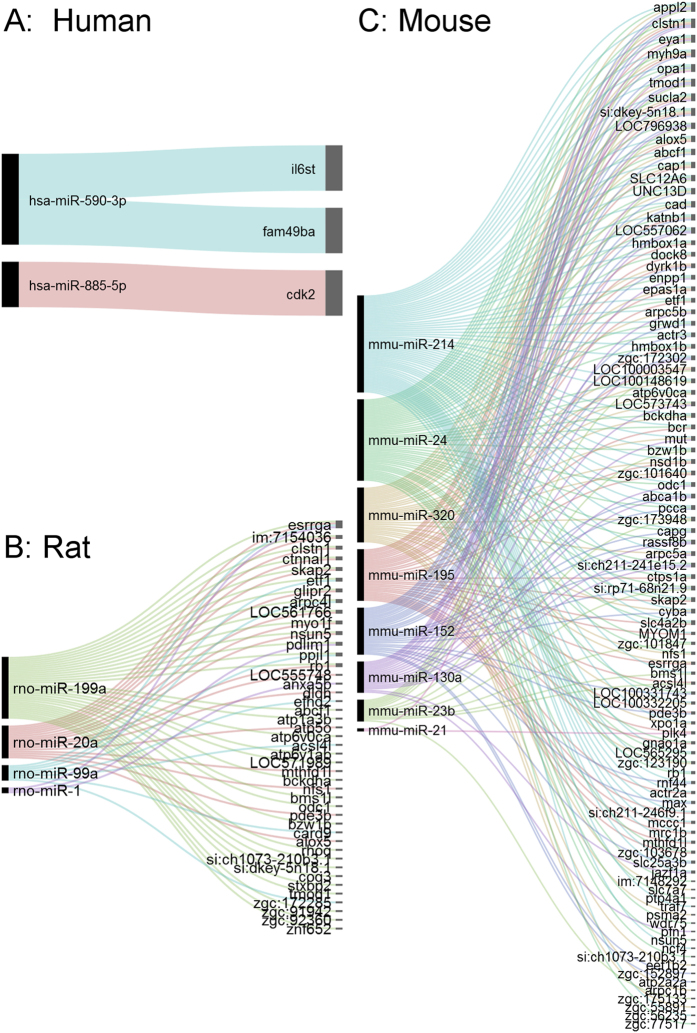
Network hubs are functionally important for heart regeneration in mammals. It offers an overall view of biologically important associations between hubs and miRs known to be drivers of regeneration in mammals. Higher resolution views, including their integration with other biological information, are provided on the website. (**A**) miR-hub interactions in humans. (**B**) miR-hub interactions in the rat. (**C**) miR-hub interactions in the mouse. Lines are used to indicate miR-target interactions, and are colored to group miR-specific interactions.

A closer look at these interactions showed that, for instance, miR-199a targets the homologs of *esrrga* and *rb1*. *Esrrg* is highly expressed in the heart at fetal and postnatal stages, where it coordinates the oxidative metabolic program^52^. This gene is crucial for promoting the reprogramming of fibroblasts into cells of the cardiac lineage^53^. *Rb1* plays a fundamental role in priming embryonic stem cells toward cardiac cells^54^. As in the case of miR-199a, miR-195 also targets *esrrg*. Moreover, mirR-195 targets *alox5* and *epas1a*. The human homolog of *alox5* is vital to improve healing after MI through the regulation of inflammation and collagen production^55^. *Epas1* promotes angiogenesis and may support the adaptation of cardiomyocytes to hypoxia during heart failure^56^. Thus, our analyses show that mammalian homologs of network hubs are targeted by functionally-relevant miRs, which strengthens the biological importance of our predictions. Furthermore, our approach expands knowledge of miR-target associations that may be relevant to understand, and possibly elicit, heart regeneration in mammals.

### A web resource enables mining of key cardiac regeneration genes in zebrafish

We integrated the time-course differential expression, module/hub analysis and microRNA data into a self-contained Web resource enabling exploration of our data through an intuitive interface. Figure 7 illustrates how the interface can be used to identify a potential key gene and associated correlation network involved in the regeneration process. Since each module represents a set of correlated genes modulated during the cardiac regeneration process, we suggest using the modules as a starting point for investigating gene signatures. In the example shown in Fig. 7, module 7A, containing 179 genes, is first selected (Fig. 7A-1). Through the interface we can see that this module, along with several other modules, is significantly enriched for genes involved in embryonic development and muscle cell differentiation (Fig. 7A-2). We can select to show only genes that are “Hub” nodes according to our analysis (Fig. 7A-3); this highlights 15 genes. Further selection based on differential expression at early time-points (Fig. 7B-1) identifies *Il6st* as a “hub” gene that is up-regulated early on in the cardiac regeneration process (from 4 hpi) (Fig. 7A-2). 

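*il6st*, the shared receptor subunit of interleukin 6, interleukin 11 and leukemia inhibitory factor, was higher than in control hearts by 1.64 ± 0.14 at 4 hpi, 1.26 ± 0.14 at 1 dpi and 0.99 ± 0.14 at 3 dpi (limma, adjusted p = 1.5e-07, 1.2e-06 and 2.1e-05). It remained higher by 0.77 ± 0.14 at 7 dpi and by 0.96 ± 0.14 at 14 dpi (adjusted p = 6.3e-04 and 2.4e-04). The difference of 0.41 ± 0.14 at 90 dpi (adjusted p = 0.043) did not pass without 90 dpi replicate 2 or 3 or any of the control pools. Its early peak coincides with that of the ligand genes *il11a* and *il11b*.

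**Figure D4:**
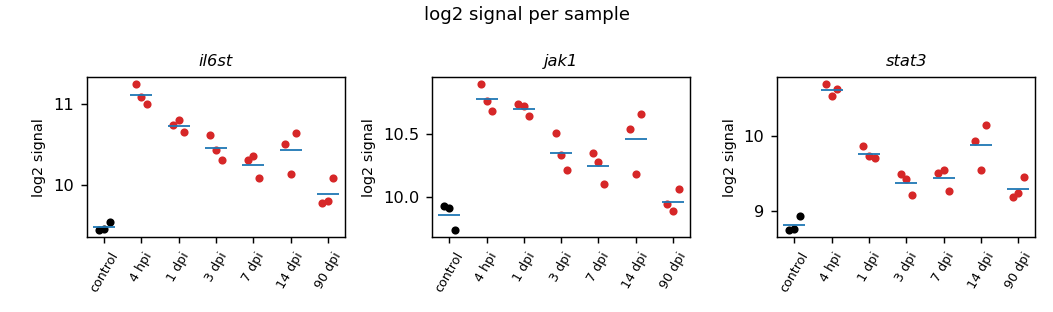
Log2 signal of *il6st*, *jak1* and *stat3* in each pool (points, black for control and red for injured hearts) over the 7 groups, with a blue line through the means of 3 pools. All 3 genes are highest at 4 hpi and show a second, lower peak at 14 dpi.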

The network of genes most correlated with *il6st* can be explored and the expression fold changes of the genes viewed side-by-side against *il6st* (Fig. 7C). This reveals a number of highly correlated genes including Jak1, which is the tyrosine kinase responsible for transducing the signal from the *Il6st* receptor complex, and *Stat3*, a transcriptional co-activator of the signaling cascade. 

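*jak1*, the kinase bound to the receptor, was higher than in control hearts by 0.94 ± 0.13 at 4 hpi and 0.85 ± 0.13 at 1 dpi, and *stat3*, the transcription factor that the kinase activates, by 1.81 ± 0.14 and 0.95 ± 0.14 (limma, adjusted p = 1.8e-05, 3.7e-05, 7.8e-08 and 3.5e-05). At 14 dpi *stat3* was higher by 1.07 ± 0.14 (adjusted p = 1.2e-04). Over the 21 arrays *il6st* correlated with *jak1* (r = 0.963, rho = 0.968) and with *stat3* (r = 0.92, rho = 0.913), the 2 relations computed. Each permutation p was 1.0e-05, the smallest that 100000 permutations can give, and stayed so after Benjamini-Hochberg adjustment. The arrays were shuffled freely here, although the pools of a group resemble each other, so these p are too small. Without the 2 arrays farthest from the median of *il6st*, control replicate 1 and 4 hpi replicate 1, the values were r = 0.963 for *jak1* and 0.887 for *stat3*. With the group means removed, *il6st* still followed *jak1* (r = 0.876, rho = 0.857, permutation p = 9.7e-04 and 9.6e-04) and *stat3* (r = 0.91, rho = 0.884, permutation p = 2.9e-04 and 1.9e-04). Adjusted over the 2 relations the p of r were 9.7e-04 and 5.8e-04, so the relation does not rest on the shared time course alone.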

Inspection of potential mammalian microRNAs targeting *il6st* indicates that *hsa-miR-590-3p* (Fig. 7B-3), which has been previously shown to impact cardiac regeneration, potentially regulates this gene at the post-transcriptional level. This is just one example of how new hypotheses on pathways involved in the regeneration process can start to be built rapidly using our Web resource. A more detailed step-by-step example is available on the website (help section).

**Figure 7:**
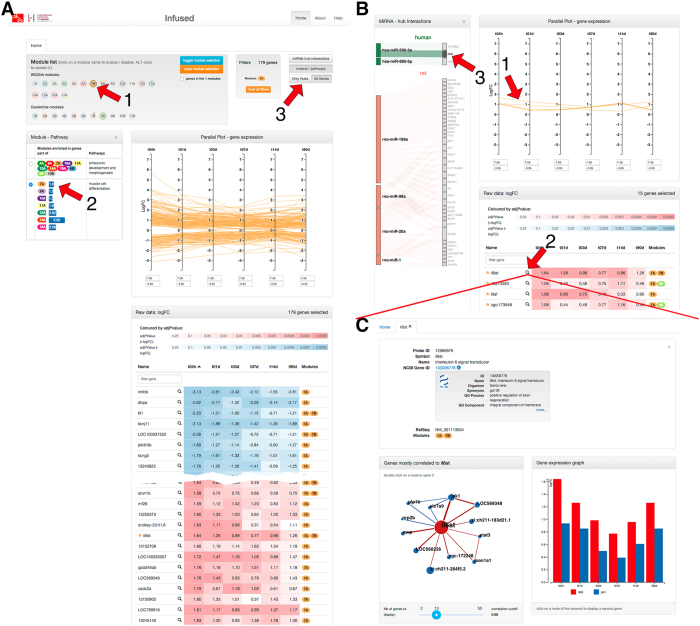
The web platform enables to explore the resource content; example of *il6st*. Select a module to explore (**A**-**1**, module 7A). Parallel coordinate plots as well as colored table of gene expression values (log_2_ fold change) present the profile and significance of gene expression changes in response to cryoinjury. Hub genes are marked with a star in the table. The functional categories enriched in this module are listed in (**A**-**2**). Panel (B) presents a restricted view on hub genes (available by clicking on **A**-**3**). (**B**-**3**) reveals a putative link between *il6st* and miR-885-5p in human. A detailed view on *il6st* gene (**C**) is displayed after clicking on (**B**-**2**). A summary of the NCBI gene record of that gene is available. (**C**-**1**) displays the network of genes most correlated to *il6st*. By clicking on any of the nodes (*Jak1* in this example), the expression fold change of the gene is displayed side-by-side against *il6st* (**C**-**2**).

## Discussion

We systematically investigated heart regeneration in the zebrafish in the context of gene co-expression networks. Our study is the first to provide such a systems-level characterization. Apart from enabling global, integrative insights of major transcriptional changes, our investigation identified significant associations between key topological properties of such networks and biological functions that are crucial for heart regeneration. We found that the regeneration process is mediated by different modules of highly co-expressed genes, which are jointly and dynamically implicated in processes relevant to major hallmarks of zebrafish heart regeneration. As the annotation of the zebrafish genome progresses, clearer and more diverse functional associations are likely to be detected. Our investigation also identified central genes with strong connectivity patterns in the network. Such hubs include genes with known or suspected roles in heart regeneration, as well as others whose novelty warrants future investigations. We demonstrated that hubs are significantly enriched in genes with mammalian orthologs, including those mapped to human. Furthermore, we identified functional relationships between our hubs and miRs that are known to induce heart regeneration in mammals. In the long-term, the induction of heart regeneration following MI in humans may be feasible through the dynamic targeting of genes (e.g., hubs) or sub-networks (e.g., modules) that are functionally conserved (and actionable) in the zebrafish and humans. Particularly, as cardiac regeneration in neonatal mouse models and also in humans has been reported^49,57^.

Although the biological importance and potential translational value of these findings will require further investigations, our study enables the zebrafish and heart regeneration research communities to integrate and analyze multiple datasets at the systems and cross-species levels. Our Web-based resource has the potential to facilitate a deeper understanding of heart regeneration in the zebrafish and accelerate the translation of this knowledge into therapeutic applications in humans.

## Methods

An overview of methods follows, and further details are available in the Supplementary Methods.

### Animal experiments and histological staining

Experiments on zebrafish conformed to regulatory standards and were approved by the Animal Welfare Structure of Luxembourg. Cryoinjury was performed as described in^26^. The methods were carried out in accordance with the approved guidelines and regulations. Hearts were immunostained for tropomyosin or processed for TUNEL staining as reported in^25^.

### Transcriptome profiling assays

For each time point and control, five cardiac ventricles per biological replicate were pooled in TRIzol® (Invitrogen, Carlsbad, CA). Extraction was performed as described in^25^. Transcriptome profiling assays were performed using Zebrafish GeneChip 1.0 ST arrays (Affymetrix, Santa Clara, CA). Data are available at the NCBI’s GEO database (Accession Number: GSE67665).

### Gene expression data analysis

Microarray data were pre-processed with Partek® Genomics Suite (v6.5) using the robust multi-chip analysis (RMA)^58^. We used empirical Bayes method from *limma* package of R/Bioconductor for differential expression analysis as in^59^. Functional enrichments of DEGs were analyzed with DAVID^60^.

### Gene co-expression network generation

Preprocessed microarray data were filtered by variance paired with a FDR method. To construct the weighted co-expression network, we applied the WGCNA^33^. Briefly, we calculated Pearson’s correlations between the probes and converted the correlation matrix into a weighted adjacency matrix with threshold β = 6. This resulted in a network that exhibited a good balance between: scale-free fit, median connectivity values and modularity. Also we analyzed other topological properties such as density and heterogeneity. To facilitate visualization and reduce potential spurious correlations, we filtered out edges with weights below 0.26, corresponding to Pearson’s correlation < 0.8.

### Analysis of network modules and hubs

Modules were detected with WGCNA^33^ and ClusterONE^34^. We applied WiPer^40^ to identify hub genes based on their (weighted) connectivity scores. Genes with statistically detectable connectivity (adjusted-P < 0.05) were defined as hubs.

### Gene orthology analysis in mammals

The zebrafish symbols were mapped to human, mouse and rat NCBI gene IDs using four different methods: retrieval of homolog gene IDs from The Zebrafish Model Organism Database (ZFIN)^61^ or GeneCards^62^, Homologene searches^63^, and BLAST searches for those genes without hits in these databases.

### Hubs as miR targets in zebrafish and mammals

We investigated the involvement of miRNAs in the regulation of the hubs previously identified by querying the miRTarBase resource^64^, an experimentally-validated microRNA-target interactions database. Also we harvested predicted microRNA-target interactions by querying the miRNAMap database^51^. We also explored the possible regulation of the hubs by miRNAs with a known role in cardiac regeneration, angiogenesis, fibrosis and apoptosis in other species (human, mouse and rat).

## Additional Information

**How to cite this article**: Rodius, S. *et al.* Analysis of the dynamic co-expression network of heart regeneration in the zebrafish. *Sci. Rep.* **6**, 26822; doi: 10.1038/srep26822 (2016).

### Supplementary information

Supplementary Table S1

Supplementary Information

Supplementary Movie S1 (GIF 5561 kb)

# Supplementary material for: Analysis of the dynamic co-expression network of heart regeneration in the zebrafish
**Source:** Sci Rep. 2016 May 31;6:26822. doi: 10.1038/srep26822
**Supplement:** Supplementary file 1 — Supplementary Table S1

Supplementary Information

Analysis of the dynamic co-expression network of heart regeneration in the zebrafish

Sophie Rodius ¹, Anna Fournier ^{1,2}, Lou Götz ^{3,12}, Robin Liechti ^{3,12}, Isaac Crespo ³,
Susanne Merz ¹, Petr V. Nazarov ⁴, Niek de Klein ^{1,5,6}, Céline Jeanty ¹, Juan M.
González-Rosa ⁷, Arnaud Muller ⁴, Francois Bernardin ⁴, Simone P. Niclou ¹, Laurent
Vallar ⁴, Nadia Mercader ^{8,9}, Mark Ibberson ³, Ioannis Xenarios ^{3,10,11,*}, Francisco Azuaje
^{1,*}.

¹² These authors contributed equally.

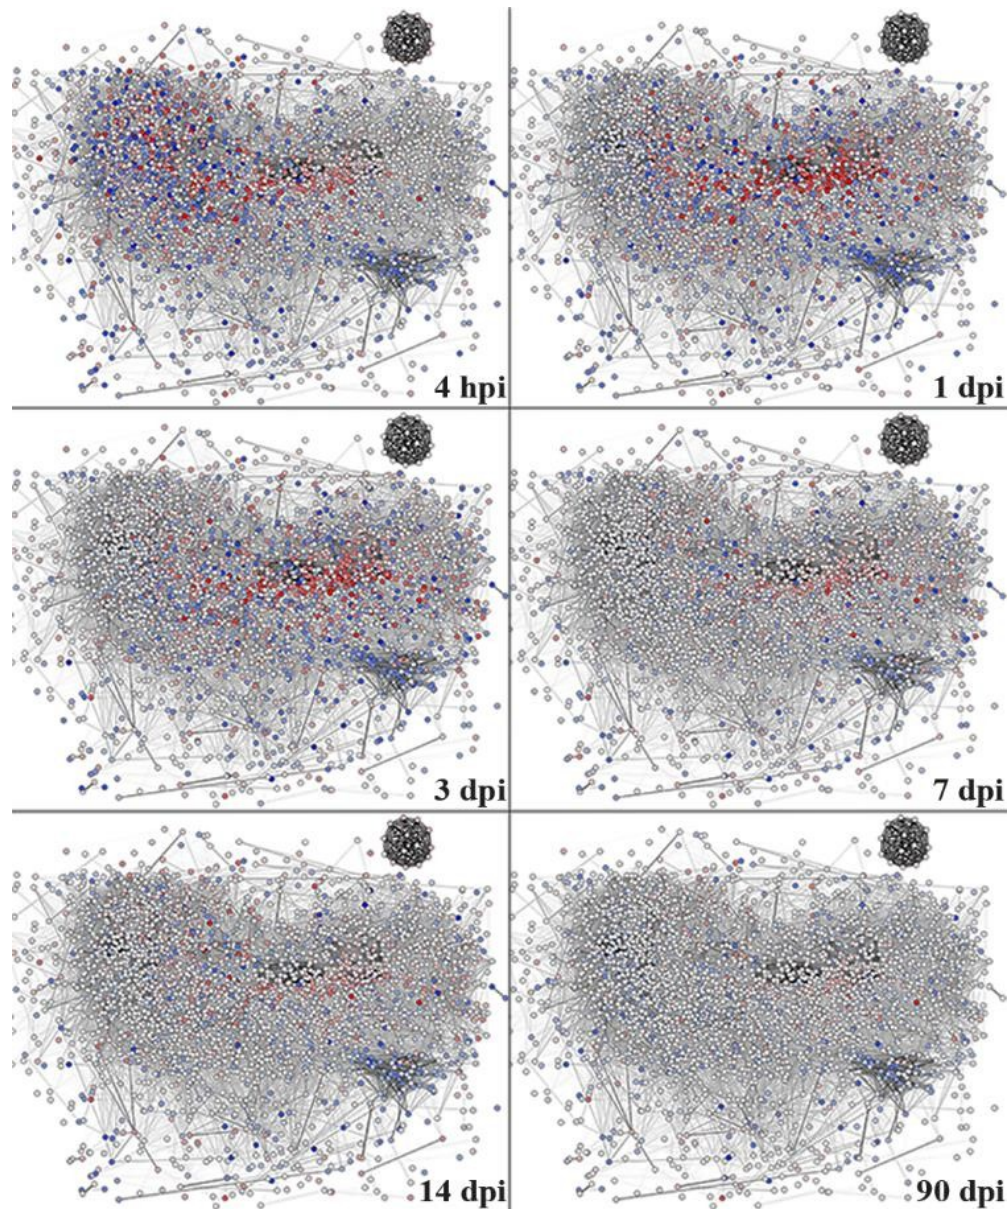

Figure S1. Dynamic, Network-Level Changes in Gene Expression during Heart Regeneration, Related to Figure 3. Global view of changes in gene expression (fold-changes in relation to controls) is provided for each heart regeneration time point. Nodes represent genes, edges represent expression correlations. Red nodes: Up-regulated, blue: Down-regulated, white: no change.

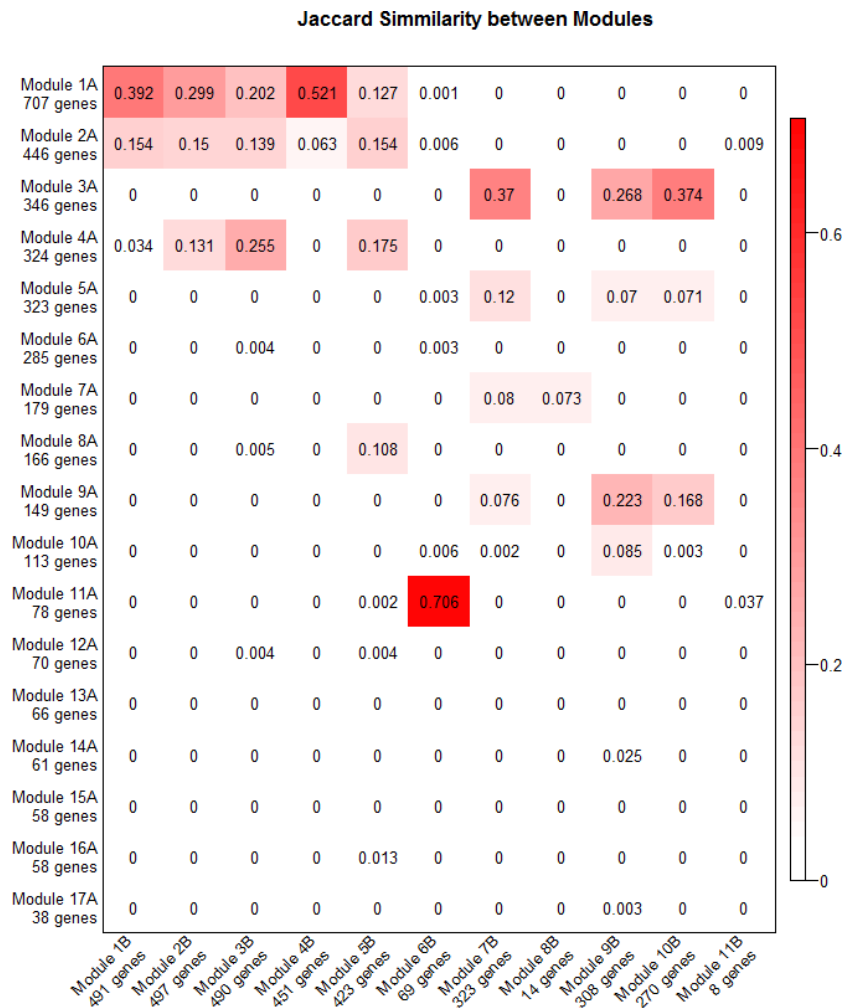

Figure S2. Overlaps Between Networks Modules Detected by WGCNA and ClusterONE, Related To Methods and Results (Network Connectivity Is Related to Heart Regeneration Features). Rows/columns represent modules detected by each method, cells represent the level of overlap between two modules. Module overlap quantified with the Jaccard similarity coefficient, with values from 0 (no overlap, in white) to 1 (perfect overlap, in red). The Jaccard similarity index is the ratio of the size of the overlap to the size of the union of two modules. Jaccard indices were computed with the made4 package (Culhane et al., 2005).

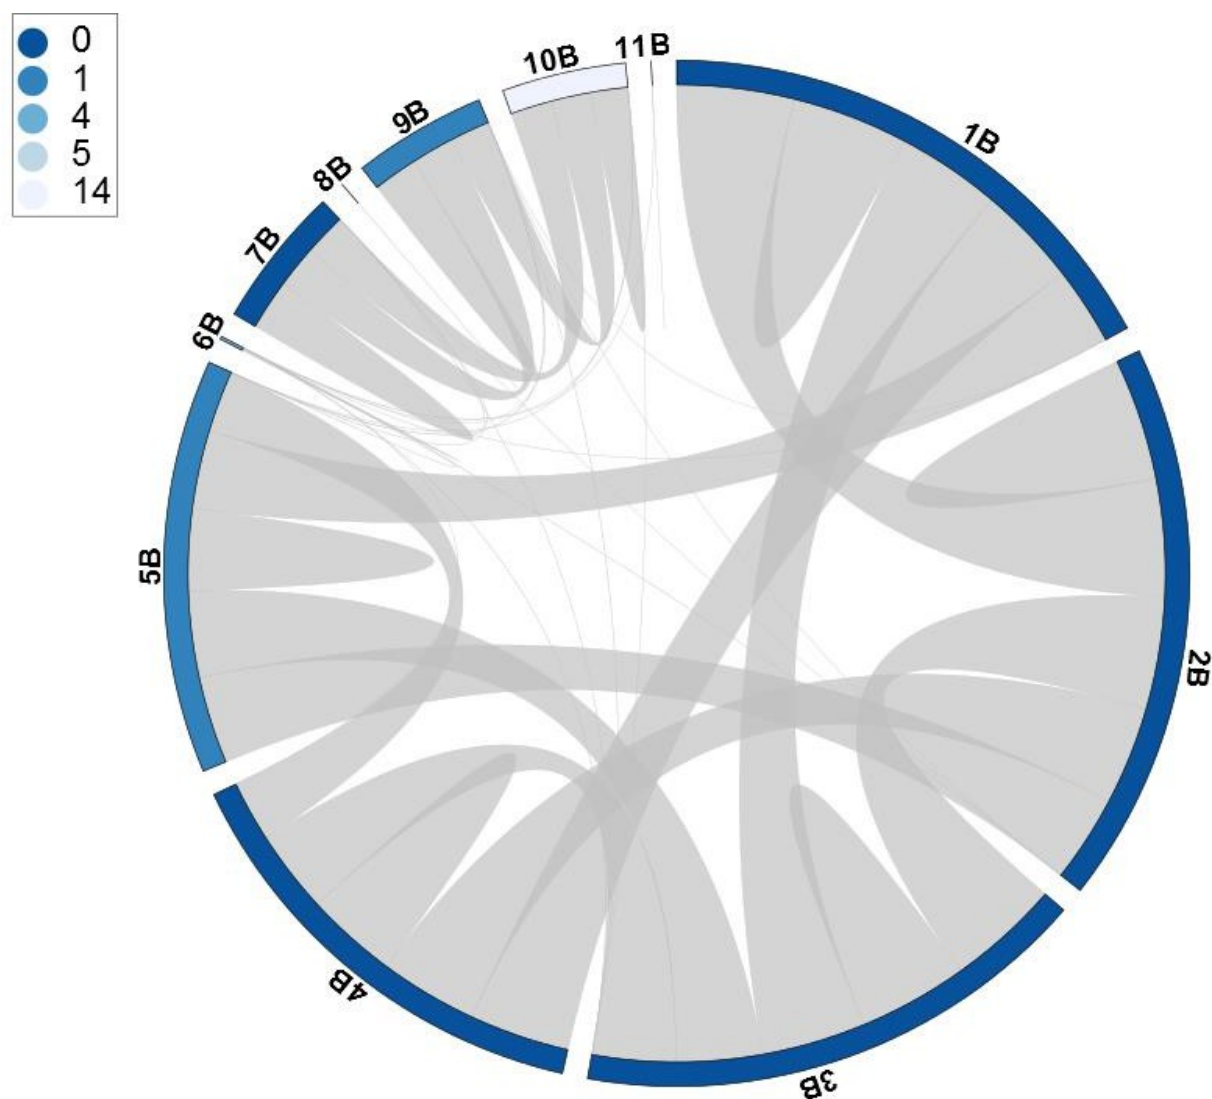

Figure S3. Modular architecture of the gene co-expression network in the zebrafish heart regeneration. Circular plots of ClusterONE modules: Internal links (grey) represent the intra- and inter-module connectivity, whereas the color of the outer bar represents the number of functional terms significantly enriched in a given module (Figure 5).

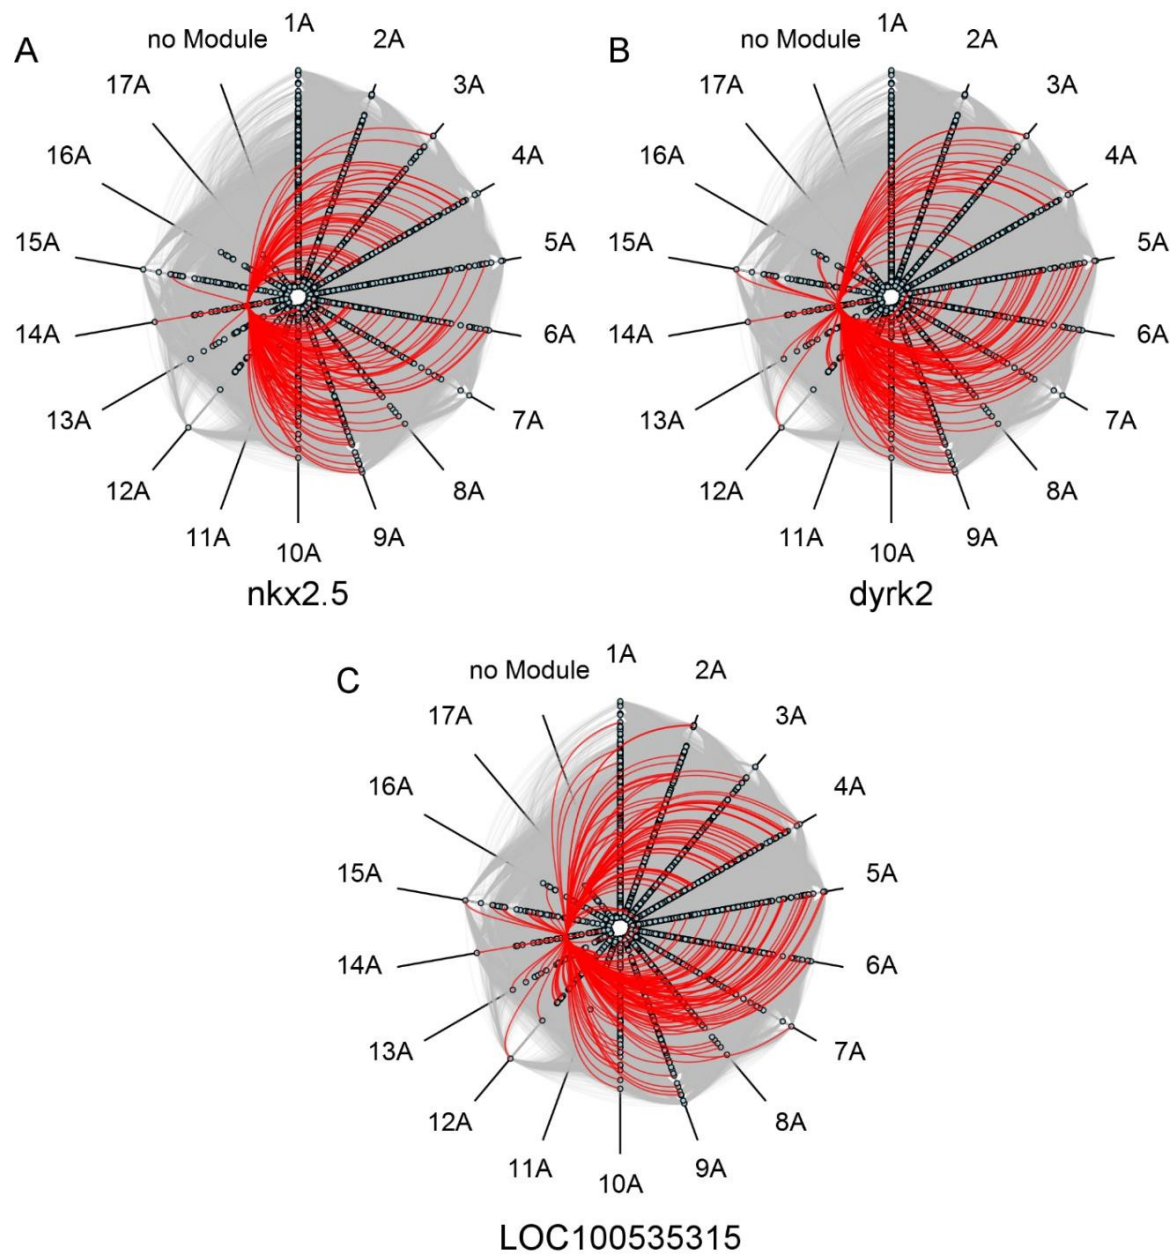

Figure S4. Examining modularity and connectivity patterns of the zebrafish heart regeneration network. Between-module connectivity is graphically depicted (WGCNA modules only), and examples of functionally important or novel genes in module 14A are highlighted: *nkx2.5* (A), *dyrk2* (B) and *LOC100535315* (C). Connections involving these genes are highlighted in red, other gene-gene associations are drawn in grey.

Table S2. Network Hubs are Enriched in Ortholog Genes in Human, Rat and Mouse, Related to Results (Network Hubs Are Relevant to Heart Regeneration in Mammals). Proportion of orthologs found for hubs vs. non-hubs in the three organisms independently. All differences in proportions are statistically detectable ($P \leq 0.02$, Chi-square test).

	Human		Rat		Mouse	
	Mapped	Not mapped	Mapped	Not mapped	Mapped	Not mapped
**Hubs**	331	94	332	93	335	90
**Non-hubs**	2149	819	2064	904	2067	901

Supplementary Methods

Zebrafish husbandry and cryoinjury experiments

Experiments were conducted with adult zebrafish between 10 and 11 months old. We used the TU strain (ZIRC, Eugene, OR, USA). Animals were raised at a density of 3 fish/L under standard laboratory conditions in the ZebTEC Stand Alone system (Tecniplast®). All procedures were approved by the Animal Welfare Structure of Luxembourg. Cryoinjury was performed as previously described (Gonzalez-Rosa and Mercader, 2012). Animals were sacrificed at different time points after surgery, from 4 hours to 90 days, by immersion in 0.16% tricaine (Sigma Aldrich, Bornem, BE). Hearts were dissected in PBS containing 2U/mL heparin and 0.1M KCl. Heart ventricles were then used for RNA extraction, and whole hearts were used for histological staining. Heart ventricles or whole hearts of uninjured fish served as controls.

Histological staining and immunohistochemistry

Hearts were immediately fixed overnight at 4°C in 4% PFA, dehydrated, embedded in paraffin wax and cut in 7µm thin sections. Sections were further deparaffinized in xylol, rehydrated in ethanol and washed in distilled water. Connective tissue was visualized using the Masson-Goldner's trichrome staining kit from Merck (Darmstadt, GE), according to the manufacturer's instructions. Hearts were immunostained for tropomyosin or processed for TUNEL staining as previously described (Rodius et al., 2014). Fluorescent pictures were acquired with a confocal fluorescence microscope (Zeiss Laser Scanning Microscope LSM 510, LSM 510 Meta software). Brightfield images were taken with a Leica DMI6000B microscope coupled to a Leica DFC320 camera and processed with the LAS software. Adobe Photoshop® CS6 software was used for image editing.

Transcriptome profiling assays

For each time point and control, five heart ventricles per biological replicate were pooled in TRIzol® (Invitrogen, Carlsbad, CA). Extraction was performed as previously described (Rodius et al., 2014). RNA purity and integrity were monitored using a NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, Wilmington, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNAs used in the present study were of good quality and un-degraded (Ratio A260/A280 $\approx$ 2 and RIN $\geq$ 7). Transcriptome profiling assays were performed using Zebrafish GeneChip 1.0 ST arrays (Affymetrix, Santa Clara, CA). Briefly, 250 ng of total RNAs were reverse transcribed into cDNA, then transcribed into cRNAs and labeled into biotinylated cRNA using the GeneChip WT Reagent kit (Affymetrix) according to the manufacturer's standard protocols (P/N 4425209 Rev.B and P/N 702808 Rev.6). Labeled products were randomly fragmented and hybridized onto Affymetrix GeneChips. Upon hybridization, arrays were washed and stained using the Affymetrix GeneChip WT Terminal Labeling and Hybridization kit, before being scanned using a GeneChip Scanner 3000 according to the manufacturer's standard procedure (P/N 702731 Rev 3).

Microarray data are available at the NCBI's Gene Expression Omnibus database (GEO Accession Number: GSE67665).

Gene expression data analysis

Microarray data were first pre-processed by Partek® Genomics Suite version 6.5 using the robust multi-chip analysis (RMA) (Irizarry et al., 2003) with GC-content correction. 

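A log2 signal of 6 lies above the median feature of every array, and between 25146 and 27017 features exceeded it per array. Some regulators with a large response start below it: the cytokine gene *il11a* had a signal of 4.85 in control replicate 1, so its rise is measured from near the background. The metalloproteinase gene *adam8a* had a mean of 5.38 in control hearts and 10.87 at 1 dpi.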

Only features with log2 signal intensity exceeding 6 in at least one sample were kept for further analysis. Here we used empirical Bayes method from *limma* package of R/Bioconductor for differential expression analysis as in (Nazarov et al., 2013). The same *limma* model with specific contrasts was used afterwards to compare expression between time points. Benjamini-Hochberg's false-discovery rate (FDR) was used to adjust p-values for multiple testing. Visualization of the sample clustering and expression patterns among significant genes was performed by PCA plots and heatmaps using a standard functions of R: *prcomp* and *heatmap* concordantly. Lists of differentially expressed genes at each time (vs. control samples) were analysed with DAVID to identify functional enrichments (functional clustering with default parameters) (Huang et al., 2009;). A threshold of $FDR < 5\%$ and $abs(FoldChange) > 1.6$ were applied. The following lists of differentially expressed genes were used as inputs: 2438 genes (at 4h after injury), 2576 (day-1), 2403 (day-3), 1448 (day-7), 947 (day-14) and 899 (day-90) genes. 

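At an FDR of 0.05 and a 1.6-fold change, 5380 features were higher and 3409 lower at 4 hpi, 5374 and 3063 at 1 dpi, and 4928 and 2520 at 3 dpi (limma). The later lists held 3182 and 1203 at 7 dpi, 2216 and 808 at 14 dpi, and 2274 and 1464 at 90 dpi. Counted as 1 feature per named gene they shrink to 3368, 3543, 3306, 1944, 1320 and 1224. The granulin gene *grna.1*, higher by 6.13 ± 0.35 at 1 dpi (adjusted p = 1.4e-09), and the energy regulator *ppargc1a* pass both thresholds, whereas *nkx2.5* at 3 dpi passes the FDR and not the fold change.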

The reference background was *Danio rerio*. To facilitate the visualization of significant functional enrichments in the different sets of differentially expressed genes (Figure 3B and Table S1), we focused on enrichments with DAVID's score > 2 and the resulting associations were curated by a human expert (author S.R.).

Gene co-expression network generation and analysis

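The variance filter kept the more variable 50% of the tested features, 17891, for the comparison of injured with healthier hearts. At q under 0.005 there were 3163 features before the choice of 1 per gene, and the q-value method put the share of features without a difference at 36.9%. The cardiac transcription factor gene *gata4* and the Myc partner gene *max* did not pass the variance filter, so that their differences between the groups, -0.36 and 0.50, were not tested there.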

Preprocessed microarray data were filtered by variance paired with a q-value false discovery rate method (Hackstadt and Hess, 2009) using multtest (Pollard et al., 2004), genefilter (Gentleman et al., 2009) and qvalue (Storey and Tibshirani, 2003) R packages. To construct the weighted gene co-expression network, we applied the

WGCNA (Langfelder and Horvath, 2008; Zhang and Horvath, 2005). Briefly, we determined co-expression similarity between the probe sets by Pearson's correlation coefficient and converted the correlation matrix into an (unsigned) weighted adjacency matrix with soft threshold $\beta=6$. This threshold resulted in a network that exhibited a good balance between useful topological criteria: scale-free fit, median connectivity values and modularity. Also we analyzed other key topological properties such as density, centralization and heterogeneity. 

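An absolute r of 0.8 raised to the power 6 gives a weight of about 0.26, so that the weight threshold and the correlation threshold select nearly the same edges. Of the edges here, 509713 have a positive r (60.3%) and 335251 a negative r, and a gene has a median of 518.5 edges. *stx11a* and *cd63* are among the 5 most connected genes, and the signal transducer gene *stat3*, with 273 edges, ranks 2478.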

To facilitate visualization, reduce potential spurious correlations and focus on most significant associations, we filtered out edges with weights below 0.26, corresponding to Pearson's correlation lower than 0.8 (Borate et al., 2009). The network was visualized in Cytoscape (Shannon et al., 2003), where an edge weight denotes (gene-gene) co-expression and node color corresponds to the differential gene expression at different times (in relation to control samples). Movie was created with Adobe Photoshop® CS6 software.

Modules were detected with WGCNA (Langfelder and Horvath, 2008) and ClusterONE (Nepusz et al., 2012). In WGCNA, an advanced dynamic tree cut technique was implemented with minimum module size = 30 and deepSplit = 2. ClusterONE (under Cytoscape) was applied with default settings (Nepusz et al., 2012), and we focused on statistically significant modules. We estimated overlaps between the modules generated by the two methods with the Jaccard similarity index (Figure S2).

Functional and pathway enrichment analysis of modules was implemented with the Integrative Multi-species Prediction system (IMP) (Wong et al., 2012). IMP predicts functional associations for a given gene set through the integration of high-throughput datasets. IMP identifies overrepresented pathways and functions among genes of the module and predicted associated genes using annotations from the Gene Ontology (Ashburner et al., 2000), MetaCyc (Caspi et al., 2008), KEGG (Kotera et al., 2012) and Reactome (Matthews et al., 2009) databases. For functional/pathway enrichment analysis we focused on *Danio rerio* and set to maximum the number of predicted associated genes.

We applied WiPer (Azuaje, 2014) to identify hub genes based on their (weighted) connectivity scores. Genes with statistically detectable connectivity (adjusted- $P < 0.05$) were defined as hubs. P-values were estimated with $100e+3$ random permutations followed by Bonferroni correction (Azuaje, 2014).

Gene orthology analysis in mammals

The zebrafish symbols were mapped to human, mouse and rat NCBI gene IDs using four different methods: retrieval of homolog gene IDs from The Zebrafish Model Organism Database (ZFIN) (Bradford et al., 2011) or GeneCards (Rebhan et al., 1997), Homologene searches (Wheeler et al., 2003), and BLAST searches for those genes without hits in the aforementioned databases (McGinnis and Madden, 2004). BLAST searches for genes with database hits were also analyzed to verify mapping accuracy. Gene IDs were retrieved from ZFIN and GeneCards by querying with the symbol on these websites and scraping the webpage for homologs in human, mouse and rat. ZFIN was also scraped for NCBI gene and protein IDs in zebrafish. Homologene was searched with the zebrafish gene ID and scraped for homologs in mammals. Zebrafish protein IDs were converted to gene IDs by searching the nuccore database (Wheeler et al., 2003) with the protein ID and scraping the webpage for the GeneID. For uncharacterized zebrafish genes (LOC symbols), GeneIDs were used as queries in BLAST searches against human, mouse and rat genomes. The top hit was considered as a homolog if e-value < 0.05 (after Bonferroni correction for multiple testing). Analyses were implemented in Python. The Chi-square statistical test was applied to estimate the significance of the proportion of mapped hub genes in the three mammals independently.

Hubs as miR targets in zebrafish and mammals

We investigated the involvement of miRNAs in the regulation of the hubs previously identified by querying the miRTarBase resource (Hsu et al., 2008), a experimentally-validated microRNA-target interactions database. In addition, we harvested predicted

microRNA-target interactions by querying the miRNAmap database (Hsu et al., 2008), which includes predictions obtained by three different algorithms, namely, TargetScan (80), miRanda (Enright et al., 2003) and RNAhybrid (Rehmsmeier et al., 2004). Resulting from this analysis we collected 5 and 1102 experimentally validated and predicted interactions, respectively, targeting hub's transcripts in zebra fish. We also explored the possible regulation of the hubs by miRNAs with a known role in cardiac regeneration, angiogenesis, fibrosis and apoptosis in other species (human, mouse and rat). To this end, we used the same resources described above to collect regulatory interactions between a list of 43 selected miRNAs and orthologs of the hub genes.

Data visualization

The circular plots of module connectivity shown in Figure 4 were created using the D3 graphics library for javascript (<http://www.d3js.org>). The D3 library was also employed to create the hive plots (Figure S4). The latter are based on concepts introduced by Krzywinski *et al.* (2012). Visualizations of the network of hub genes were created with a combination of custom scripts and publicly available software. The visualizations of miR-hub interactions (Figure 6) were created using the RAW online visualization tool (<http://raw.densitydesign.org/>).

Supplementary references

Ashburner, M. et al. (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat. Genet.* 25, 25–9.

Caspi, R. et al. (2008). The MetaCyc Database of metabolic pathways and enzymes and the BioCyc collection of Pathway/Genome Databases. *Nucleic Acids Res.* 36, D623–31.

Culhane, A.C., Thioulouse, J., Perriere, G., and Higgins, D.G. (2005). MADE4: an R package for multivariate analysis of gene expression data. *Bioinformatics* 21, 2789–2790.

Krzywinski, M., Birol, I., Jones, S. J. M. & Marra, M. A. (2012). Hive plots--rational approach to visualizing networks. *Brief. Bioinform.* 13, 627–44.

Kotera, M., Hirakawa, M., Tokimatsu, T., Goto, S. & Kanehisa, M. (2012). The KEGG databases and tools facilitating omics analysis: latest developments involving human diseases and pharmaceuticals. *Methods Mol. Biol.* 802, 19–39.

Matthews, L. et al. (2009). Reactome knowledgebase of human biological pathways and processes. *Nucleic Acids Res.* 37, D619–22.

Wong, A. K. *et al.* (2012) IMP: a multi-species functional genomics portal for integration, visualization and prediction of protein functions and networks. *Nucleic Acids Res.* 40, W484–90.

Zhang, B., and Horvath, S. (2005). A general framework for weighted gene co-expression network analysis. *Stat Appl Genet Mol Biol* 4, Article17.

Video legend

Movie S1. Animation of Gene Expression Changes in the Regeneration Network,

Related to Figure 3 and Figure S1. Global view of changes in gene expression (fold-changes in relation to controls) is provided for each heart regeneration time point. Red nodes: Up-regulated, blue: Down-regulated, white: no change.

How the deposited data were processed for this re-analysis (not part of the article)

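The samples were 21 RNA pools of zebrafish heart ventricles, each made from 5 ventricles and hybridised to its own Affymetrix Zebrafish Gene 1.0 ST array. They formed 7 groups of 3: uninjured controls and hearts at 4 hpi, 1, 3, 7, 14 and 90 dpi after cryoinjury. The authors processed the scans with robust multi-array averaging and GC-content correction in Partek Genomics Suite, and the deposited values are log2 signals, with 1 value per feature and array. These values were used as deposited, and every value column was matched to a sample by its label, with 0 columns left over. The scans themselves and the enrichment, module and hub software of the paper were not used here.

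The names of the features came from the array's annotation table, in which 20806 features carry a single gene symbol, 855 carry several and 53551 carry none. A feature was tested if its log2 signal exceeded 6 in at least 1 array, which is the filter of the paper. For a named gene with several features, the feature with the highest mean over all arrays stood for the gene. The direction of called changes was compared between the tested features of a gene. This was done for the genes the paper names and those among the largest rises or falls of a time, and none disagreed. Each measured gene that the paper names had a single tested feature, so for these genes no disagreement was possible. Other members of the gene lists were not compared in this way. Counts of changed features are over all features, named or not.

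All tests were run in R 4.3.3 with limma 3.58.1 and genefilter 1.84.0, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Each time was compared with the controls in a single linear model of the 7 groups with moderated variances and 14 residual degrees of freedom. The p values were adjusted by the Benjamini-Hochberg method over the tested features of each time, and counts are given at an FDR of 0.001 as in Fig. 3A and at an FDR of 0.05 with a 1.6-fold change as for the enrichment lists of the paper. With arrays the number of pools limits the precision: 3 pools against 3 cannot give an exact p below 0.1 on their own, so the p values lean on the variances shared between features.

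A total of 31 gene lists for pathways and cell types was written before the data were examined, together with the comparisons, the thresholds and the alternatives. Of these, 30 lists had at least 3 measured genes and were tested with the camera function of limma, with a preset correlation of 0.01 between genes and again with a correlation estimated from the data. Adjustment of these tests was over all lists and times. Genes named in the text are those the paper names, members of these lists, and genes among the 10 largest rises or falls of a time.

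Injured hearts (4 hpi to 14 dpi, 15 pools) were compared with healthier hearts (control and 90 dpi, 6 pools) with limma after a filter that kept the 50% of features with the largest interquartile range. Storey q-values were computed with a script written for this purpose, with a limit of 0.005, and 1 feature was kept per named gene. Features without a single symbol were each counted as a gene. Pearson correlations between the resulting genes gave edges at an absolute r above 0.8, and the sum of absolute r to the power 6 over all other genes gave the weighted connectivity. Module membership and hub status were taken from the text of the paper. The named module and hub genes were compared with 10000 random sets of genes, and correlations between named genes were tested with 100000 permutations, all two-sided, and the pairs of module genes without group means with 20000 permutations within the groups. Principal components and clustering used the features with an FDR under 0.001 at any time. The clustering was complete linkage on the Euclidean distance between the rows of the Pearson correlation matrix of the arrays.

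The model, the filter with q-values and the list test were tested on simulated data. In the 1 dpi pools 100 features were changed by 1 on the log2 scale and 100 by 2, up or down. The model recovered 65% and 96% of them at an FDR of 0.05, with 14 wrong calls. Recovery at the FDR of 0.001 used for the counts was not computed. Far fewer features were changed than in the real data, so the adjustment set stricter p limits than in the real lists. Recovery in the real lists was therefore not measured. The comparison of injured with healthier hearts recovered 90% and 99%, with 1 wrong call. A list raised by 0.5 was called, and 0 of 179 other tests of lists and times were called by camera. The simulated genes were drawn independently of each other, so these numbers do not measure wrong calls where genes are correlated.

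Alternatives covered the signal filter, quantile normalization, centring of the arrays, the variance model, fits restricted to the 6 arrays of a comparison, replicate numbers as blocks, the counting unit, the correlation measure and thresholds, removal of the group means and the omission of single pools. After the counts were seen, 2 more settings of the thresholds for the enrichment lists were added, and later 2 that count *adam8* as a single hub. The genes *igsf6* and *LOC100331505* of the paper were not matched to a feature by name and are not analysed here.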

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

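The tests in this part were set before their results were seen, apart from the comparisons of 2 times after injury, which were run on the lists found higher at one time and lower at another, the simulation at the p limits of the real lists, the simulated chance rate for *fli1*, the comparison of the injured groups without the controls, and the 2 tests of a shift of whole arrays on the edges and on the pairs without group means, which were chosen afterwards.

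Genes of ribosome biogenesis went from a rise at 4 hpi to a fall at 90 dpi. In between, the list was shifted upwards at 1, 3 and 14 dpi (camera, adjusted p = 6.0e-07, 0.0353 and 0.00224). It was not shifted at 7 dpi (camera, adjusted p = 0.997). With an estimated correlation these p were 0.326, 0.641, 0.531 and 0.999. At 4 hpi 43 of 47 were higher and 1 lower (43 and 1 when adjusted over the list alone), with the nucleolar gene *nop2* higher by 1.43 ± 0.20 (limma, adjusted p = 2.2e-05), and the list was shifted upwards (camera, adjusted p = 1.2e-13, and 0.222 with an estimated correlation). At 90 dpi 11 were lower and the others did not pass (12 lower and 1 higher when adjusted over the list alone), including *fbl*, which methylates ribosomal RNA, at -0.74 ± 0.12 (adjusted p = 8.3e-04). The shift at 90 dpi had adjusted p = 7.0e-05 (camera, and 0.406 with an estimated correlation), and that between 4 hpi and 90 dpi hearts 1.0e-18 (0.0263 with an estimated correlation). The text of the paper does not mention ribosome biogenesis.

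The comparisons of 2 times after injury were run because the list was called in opposite directions, so they add no independent support for a change of direction. Matrix genes were higher as a list at 3 dpi and lower at 4 hpi than in control hearts, and the list was higher at 3 dpi than at 4 hpi (camera, adjusted p = 2.3e-12, and 0.0263 with an estimated correlation). Immediate early genes were higher at 4 hpi than at 90 dpi (adjusted p = 4.8e-08, and 0.0939 with an estimated correlation). At 90 dpi 3 of 31 immediate early genes were lower than in control hearts (1 when adjusted over the list alone), among them *nr4a3* at -2.10 ± 0.66 and *atf3* at -2.01 ± 0.47 (adjusted p = 0.0344 and 0.00829, and camera for the list 0.0244, with 0.594 for an estimated correlation). These stress genes varied widely within the controls, with standard deviations of 1.47 and 1.06.

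Interferon-induced genes were higher at 90 dpi in 16 of 20 cases and the others did not pass (17 when adjusted over the list alone, camera, adjusted p = 5.2e-09, and 0.207 with an estimated correlation). *rsad2*, an antiviral enzyme gene, was higher by 1.54 ± 0.29 and the antiviral GTPase gene *mxe* by 1.48 ± 0.24 (adjusted p = 0.00205 and 9.9e-04). The response was not particular to 90 dpi: 8 genes were higher and 1 lower at 4 hpi, and 15, 16, 14 and 11 were higher and the others did not pass from 1 to 14 dpi (8 and 1, and 16, 16, 14 and 14, when adjusted over the list alone). The list was shifted upwards at these times too (camera, adjusted p = 0.00962, 7.5e-04, 1.6e-04, 2.4e-05 and 1.8e-05 from 4 hpi to 14 dpi, and 0.345, 0.241 and 3 times 0.222 with an estimated correlation), with mean log2 fold changes of 0.94 at 1 dpi, 1.06 at 3 dpi and 0.88 at 90 dpi. Macrophage and general leukocyte lists were shifted upwards at the same 6 times. The text of the paper does not mention this response. Whether it belongs to regeneration or to the fish kept for 90 days was not tested.

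Erythrocyte genes were lower at 90 dpi in 3 of 18 cases (2 when adjusted over the list alone, camera, adjusted p = 0.00651, and 0.472 with an estimated correlation), among them the globin gene *hbba2* at -0.68 ± 0.23 (adjusted p = 0.0477). They were lower at 14 dpi as well, 5 genes with a median log2 fold change of -0.43 against -0.33 at 90 dpi, and at 7 dpi, 3 genes, and the others did not pass (6 and 3 when adjusted over the list alone, camera, adjusted p = 4.9e-04 and 0.0242, and 0.366 and 0.549 with an estimated correlation). Under quantile normalization the shift at 7 dpi did not pass (0.0562), with a median of -0.18 against -0.14 before. The text of the paper does not mention these genes.

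The signal of *fli1* in control replicate 3 was 9.92, and the gap to the next of the 6 pools of control and 90 dpi hearts made up 0.749 of their range. A gap with a share at least as large arises in 0.91% of sets of 6 normal values (100000 simulated sets), and 35 genes were examined.

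Clock genes differed between 90 dpi and control hearts. Another hour of sampling may account for this: the median log2 fold change of the activating genes exceeded that of the repressing genes by 1.85 at 90 dpi, and by between 0.63 and 1.70 at the earlier times. Under quantile normalization the median absolute log2 fold change of the called clock genes was 1.48, against 1.47. This test could decide little, because the array medians already lay between 5.138 and 5.196 before it. A shift of all genes would move the clock genes 1 way, whereas 11 were higher and 12 lower. The median over all named genes at 90 dpi was 0.030, so these values argue against such a shift. A lasting response to injury that is largest soon after it stays open: the called clock genes had a median of 1.12 at 4 hpi and 1.07 at 1 dpi, smaller than at 90 dpi but by less than the margin set beforehand. They were chosen by their call at 90 dpi, which favours larger values there.

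At an FDR of 0.05, 1028 features differed from the control hearts in the same direction at all 6 times, 630 higher and 398 lower, such as the growth factor gene *mdka* and the myeloid transcription factor gene *spi1b* among the higher ones. Independent lists of the same sizes would share 0.576. Chance values of the shared controls in features that change at no time were excluded as the source of most of them: at the p limits of the real lists, the highest of 100 simulations of unchanged groups against shared controls gave 18 and the median 1. At an adjusted p the highest gave 0, but this number decides nothing, because without changed features the adjustment sets far stricter p limits than in the real lists. Features that change at some of the times and owe the others to chance values of the shared controls were not simulated and stay open, and part of the excess may come from single control pools: without control replicate 1, 2 or 3 there were 804, 558 and 540 such features. The median absolute log2 fold change of these features was 1.02 at 4 hpi and 1.24 at 1 dpi, and 0.95, 0.92 and 0.81 at 7, 14 and 90 dpi, so that at 90 dpi it was 0.802 of that at 4 hpi. A constant difference of the controls was excluded as the whole change of most of these features, since 672 of them differed between the 6 injured groups in a test without the controls (limma, FDR of 0.05 over these features, with 710 under 0.05 unadjusted). For the other 356, and as a part of the change of all, such a difference stays open.

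For the edges of the co-expression network, differences between the group means alone stay open as the cause. With these means removed the median correlation of the edges, signed by the first correlation, was 0.314, against 0.099 for random pairs. A shift of whole arrays within groups was excluded as the cause of most of the 844964 edges, since it would outlast the removal of the group means and 9490 edges did. For the 12614 pairs that pass without the group means such a shift stays open. Their median absolute r of 0.833 was 0.824 under quantile normalization, with 9335 of these pairs above the threshold with the same sign. This test too could decide little, because the array medians already lay between 5.138 and 5.196 before it. The total of such pairs under quantile normalization was 11341, a loss slightly larger than the 10% set beforehand as the limit against such a shift.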

How the results depend on the processing

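All settings were chosen before the data were examined, apart from 2 for the enrichment lists that are named as added and 2 that count *adam8* once among the hubs, which were added too. Of the runs on 42 results, 380 kept their value within 1.5 times and their call, 65 moved further, 13 lost the call and 0 were recorded as turned in direction. For results compared as totals, such as counts of features and edges, a turn could not be recorded. The balance at 4 hpi did turn at an FDR of 0.001: 2746 features higher and 2424 lower became 2341 and 3270 under quantile normalization. Among 2670 runs on 267 values of named genes, 2584 kept the call, 86 lost it and 0 changed direction. Where a value moved, the cause was not tested unless the setting itself uses fewer genes or pools.

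Counts at an FDR of 0.001 fell most when only the 6 arrays of a comparison were fitted, which leaves fewer degrees of freedom: 805, 1905, 2045, 170, 3 and 0 from 4 hpi to 90 dpi (limma, with 10131 features under 0.05 unadjusted at 90 dpi). Counted as 1 feature per named gene they were 3311, 3641 and 3301 up to 3 dpi. Without 1 pool they ranged from 3412 to 4131 at 4 hpi, from 768 to 1044 at 7 dpi, from 217 to 431 at 14 dpi and from 24 to 575 at 90 dpi. With replicate numbers as blocks 90 dpi gave 214, and the paper speaks of 3 independent experiments, but no source used here says that a number marks one of them: across groups, 13 of 63 pairs of pools with the same number had a correlation of deviations over 0.1 (mean r 0.015, against -0.007 for other numbers), and 12 of 21 pools correlated best with a pool of their own number.

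For the enrichment lists, 1 feature per named gene gave 3368, 3543, 3306, 1944, 1320 and 1224. The added settings gave 1372, 1651, 1549, 591, 338 and 225 with an absolute log2 fold change above 1.6, and 2406, 2675, 2411, 808, 319 and 152 with an FDR of 0.001, 1.6-fold change and named genes. At 90 dpi a fit of 6 arrays gave 1969, and the omission of 1 pool between 2100 and 4913.

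With an estimated correlation the list shifts were lost, at adjusted p = 0.164 for apoptosis and 0.345 for migration at 4 hpi, 0.222 for DNA replication and for proteases at 1, 3 and 7 dpi, 0.314 for glycolysis and 0.207 for fatty acid oxidation at 1 dpi, 0.222 for matrix at 3 dpi and 0.241 for adhesion at 14 dpi. Quantile normalization kept 99 of the 107 list calls and added 2, and centring of the arrays kept 104.

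The 3138 genes of injured against healthier hearts became 1873 with Benjamini-Hochberg adjustment, 8091 as a contrast in the fit of 7 groups, 1524 without 90 dpi, and 217 to 516 without 1 replicate of each group. The 844964 edges became 130110 at an absolute r above 0.9, 293337 without control and 90 dpi, and 12614 with the group means removed. That removal took the mean absolute r of the module 14A genes to 0.266. The first component held 30.0% of the variance over all features above the filter and 27.7% without a filter. The median absolute log2 fold change over all tested features was 0.38, 0.38, 0.35, 0.28 and 0.24 from 4 hpi to 14 dpi, and 0.40 at 14 dpi over features with an FDR under 0.001 at any time.

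The 6 arrays of a comparison divide into 3 and 3 in 10 ways, too few for a share under 0.05. The real division gave the highest count in 1 of 10, itself, for features at both thresholds at every time: at an FDR of 0.05 and 1.6-fold the highest other counts were 2, 26, 0, 2, 0 and 27, and at an FDR of 0.001 1 or fewer. For lists, adjusted within the time, the real counts were 16, 19, 22, 18, 20 and 13 against 15, 20, 21, 17, 16 and 12. At 1 dpi 3 of the 10 divisions, the real one among them, reached at least the real count. Among 100 divisions of the 21 arrays into 15 and 6, the real one was the 1 that reached 3138 genes, and the highest other count was 0. The other divisions shuffled single arrays, so pools of the same group, which resemble each other, could fall on both sides. Such mixing favours low counts. Divisions that keep the groups whole were not run, so this test cannot tell whether the healthier groups differ from any other choice of groups.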

Differences from the paper's values

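The settings compared in this part were chosen before the data were examined, apart from the added ones named as such. Values read from figures were read by eye.

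The paper gives 2438, 2576, 2403, 1448, 947 and 899 genes for the enrichment lists from 4 hpi to 90 dpi, against 8789, 8437, 7448, 4385, 3024 and 3738 features here. Of the planned settings, counting 1 feature per named gene brings all 6 within 1.5 times of the paper, at 3368, 3543, 3306, 1944, 1320 and 1224, and no other planned setting does. The added setting with an FDR of 0.001, 1.6-fold change and named genes gave 2406, 2675 and 2411 for the early times, close to the paper, but 808, 319 and 152 for the later ones. Which genes the authors could name was not tested.

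Fig. 3A shows about 920 features at 90 dpi, against 419 here at an FDR of 0.001. No planned setting closes this difference. The nearest were a fit without 90 dpi replicate 1 (575) and a variance model with trend and robust estimation (534). At 7 and 14 dpi Fig. 3A shows about 2200 and 970, against 1685 and 660 here, which is within 1.5 times.

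The network of the paper has 436803 edges and that computed here 844964, although the sets hold similar numbers of genes, 3467 and 3138. Of the 3138, 1690 are features without a single gene symbol, each counted as a gene. Some of them share the same connectivity and number of edges, and how far repeated features add to the edges was not tested. Of the planned settings, a gene set from Benjamini-Hochberg adjustment without the variance filter (618204, but with 2432 genes, of whose pairs 20.91% are edges, against 17.17% in the network here) and the omission of control and 90 dpi hearts (293337) lie within 1.5 times of the paper. An absolute r above 0.9, the removal of the group means and the other settings do not.

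At 90 dpi Fig. 7 shows *il6st* at about 1.3, *inhbb* at about -2.8, *kcnj11* at about -1.9 and *jak1* at about 0.85 on the log2 scale, against 0.41, -1.57, -1.38 and 0.11 here. For these genes the earlier columns of Fig. 7 that were compared match the values here, and its 90 dpi column carries the numbers of its 1 dpi column.

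In direction, the list of angiogenesis and endothelium was not shifted at 4 hpi (camera, adjusted p = 0.441), nor was amino acid biosynthesis at 1 dpi (0.635). Adhesion genes were shifted at 3, 7 and 14 dpi and not at 90 dpi (with an estimated correlation at none of them, 0.246, 0.366, 0.241 and 0.69), while the paper places them mainly at later times. These list tests differ in kind from the enrichment tests of the paper, which take no account of direction. In the clustering the 14 dpi hearts did not form their own branch as they do in Fig. 3D. Average linkage on 1 minus the Pearson correlation, which changes both linkage and distance, restored it. *nkx2.5*, which the paper links to re-expression after injury, was lower in the whole ventricle, and *max*, a hub of the paper, was not tested between injured and healthier hearts here, because it did not pass the variance filter.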

Other observations

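The lists of this part were written before the data were examined, and no test in it was chosen afterwards. Chaperone genes went both ways in hearts at 90 dpi. Among the lower ones were *cryabb* at -1.68 ± 0.32, *hsp90aa1.1* at -1.64 ± 0.31 and *hspb6* at -1.05 ± 0.17 (limma, adjusted p = 0.00251, 0.00213 and 9.9e-04). The chaperone genes *hsp90b1* and *calr* of the endoplasmic reticulum were higher by 0.72 ± 0.16 and 0.61 ± 0.18 (adjusted p = 0.0056 and 0.0269). Of 34 chaperone genes 3 were higher and 11 lower (3 and 15 when adjusted over the list alone), and the list was shifted downwards (camera, adjusted p = 6.3e-05, and 0.236 with an estimated correlation). Genes of oxidative phosphorylation and the citric acid cycle were shifted downwards by a small amount at 90 dpi, with 11 of 48 lower, 2 higher, 35 not passing and a median log2 fold change of -0.19 (12 and 2 when adjusted over the list alone, camera, adjusted p = 1.8e-06, and 0.241 with an estimated correlation), among them *ndufs1* at -0.46 ± 0.09 (adjusted p = 0.00263).

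Smooth muscle and outflow tract genes rose in the repair phase. The contractile gene *tagln* was higher by 1.16 ± 0.12 and *fbln5*, which assembles elastic fibres, by 1.82 ± 0.29 at 3 dpi, whereas *MYOCD*, a master regulator of smooth and heart muscle genes, changed by -1.04 ± 0.18 (adjusted p = 6.6e-07, 1.0e-04 and 2.1e-04). Of 12 such genes 9 were higher and 1 lower at 3 dpi (10 and 1 when adjusted over the list alone) and 7 and 1 at 14 dpi (9 and 1), with shifts at adjusted p = 0.0109 and 0.0019 (camera, and 0.366 and 0.264 with an estimated correlation). Parts of the bulbus arteriosus in the dissected ventricles were not examined as a cause. Atrial genes were not shifted, with 3 of 7 lower at 1 dpi and the others not passing (3 when adjusted over the list alone, camera, adjusted p = 0.242, and 0.472 with an estimated correlation). The pacemaker channel gene *hcn4* was lower at 1 dpi, at -1.92 ± 0.25 (adjusted p = 9.9e-06). The hepatocyte list had too few measured genes for a test.

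Clock genes were lower as a list at 1, 3 and 7 dpi, with 15, 11 and 15 of 37 lower and 2, none and 8 higher (16, 11 and 17 lower and 2, none and 10 higher when adjusted over the list alone, camera, adjusted p = 0.00247, 0.00298 and 0.00962, and 0.222, 0.222 and 0.243 with an estimated correlation). The output gene *dbpa*, whose product follows the clock, was lower at every time, at -2.62 ± 0.34 at 4 hpi, least so at 3 dpi with -1.32 ± 0.34, and at -2.27 ± 0.34 at 90 dpi (adjusted p = 1.5e-05, 0.00613 and 6.2e-04).

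Endothelial genes were lower as a list from 1 to 14 dpi: at 7 dpi 10 of 51 genes of angiogenesis and endothelium were lower and 3 higher (10 and 3 when adjusted over the list alone, camera, adjusted p = 0.00466, and 0.26 with an estimated correlation). At 1, 3 and 14 dpi 16, 18 and 6 were lower and 6, 8 and 2 higher (16, 19 and 6 lower and 6, 8 and 2 higher when adjusted over the list alone, camera, adjusted p = 0.0306, 0.022 and 0.0391, and 0.372, 0.358 and 0.376 with an estimated correlation). Under quantile normalization these 3 shifts did not pass (0.0882, 0.0532 and 0.123), although the falls were about as large or larger, with median log2 fold changes of -0.25, -0.30 and -0.08 against -0.21, -0.20 and -0.09 before.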
